# Inflammatory macrophages reprogram to immunosuppression by reducing mitochondrial translation

**DOI:** 10.1038/s41467-023-42277-4

**Published:** 2023-11-17

**Authors:** Marlies Cortés, Agnese Brischetto, M. C. Martinez-Campanario, Chiara Ninfali, Verónica Domínguez, Sara Fernández, Raquel Celis, Anna Esteve-Codina, Juan J. Lozano, Julia Sidorova, Gloria Garrabou, Anna-Maria Siegert, Carlos Enrich, Belén Pintado, Manuel Morales-Ruiz, Pedro Castro, Juan D. Cañete, Antonio Postigo

**Keywords:** Acute inflammation, Chronic inflammation, Monocytes and macrophages, Energy metabolism

## Abstract

Acute inflammation can either resolve through immunosuppression or persist, leading to chronic inflammation. These transitions are driven by distinct molecular and metabolic reprogramming of immune cells. The anti-diabetic drug Metformin inhibits acute and chronic inflammation through mechanisms still not fully understood. Here, we report that the anti-inflammatory and reactive-oxygen-species-inhibiting effects of Metformin depend on the expression of the plasticity factor ZEB1 in macrophages. Using mice lacking *Zeb1* in their myeloid cells and human patient samples, we show that ZEB1 plays a dual role, being essential in both initiating and resolving inflammation by inducing macrophages to transition into an immunosuppressed state. ZEB1 mediates these diverging effects in inflammation and immunosuppression by modulating mitochondrial content through activation of autophagy and inhibition of mitochondrial protein translation. During the transition from inflammation to immunosuppression, Metformin mimics the metabolic reprogramming of myeloid cells induced by ZEB1. Mechanistically, in immunosuppression, ZEB1 inhibits amino acid uptake, leading to downregulation of mTORC1 signalling and a decrease in mitochondrial translation in macrophages. These results identify ZEB1 as a driver of myeloid cell metabolic plasticity, suggesting that targeting its expression and function could serve as a strategy to modulate dysregulated inflammation and immunosuppression.

## Abstract (web summary)

The immune suppression required for the resolution of acute inflammation is characterised by molecular and metabolic reprogramming of myeloid cells. Authors here show that the transcription factor ZEB1 is a key mediator of the pathway governing transition from inflammation to immunosuppression via regulating mitochondrial translation in macrophages.

## Introduction

Inflammation is a natural protective response to infection and tissue injury. It involves an acute inflammatory phase, which can be followed by an immunosuppressed (tolerogenic) state, wherein immune cells are unable to respond to a secondary challenge^1–3^. Immunosuppression protects tissues from excessive inflammation, but if prolonged over time, it can increase susceptibility to secondary infections. On the other hand, an incomplete or dysregulated resolution of acute inflammation and continuous proinflammatory stimuli can override immune tolerance and lead to autoimmunity and chronic inflammation^4^.

The transition of monocytes/macrophages from an inflammatory phenotype toward an immunosuppressed state involves their metabolic reprogramming^5–7^. During inflammation, there is a switch from mitochondrial oxidative phosphorylation (OxPhos) to glycolysis and lactate production. Mitochondria shift their role from ATP generation to succinate oxidation, which in turn stimulates the production of reactive oxygen species (ROS) and inflammatory cytokines^8,9^. Lactate is not only a byproduct of glycolysis but it also promotes the epigenetic activation of anti-inflammatory genes, leading to their subsequent upregulation during immunosuppression^10^. Inhibition of mitochondrial translation by antibiotics of the tetracycline family and analogues of the anti-diabetic drug Metformin reduces both bacterial lipopolysaccharide (LPS)-induced production of inflammatory cytokines in vitro and tissue damage in vivo^11,12^. Alterations in the metabolism of immune cells also play a pathogenic role in the development of autoimmune chronic inflammatory diseases (e.g., psoriasis, arthritis, colitis)^13–15^.

The mechanisms by which Metformin inhibits acute and chronic inflammation are cell- and context-dependent and are still being uncovered. Metformin exerts its anti-inflammatory effects through various pathways, including inhibiting the mitochondrial electron transport chain complex I (ETC-CI) and mTORC1 signaling, as well as reducing mitochondrial ROS production^16,17^. However, in some cancer cells and CD8^+^ tumor-infiltrating T cells, Metformin has been reported to stimulate ROS production^18,19^. Metformin promotes mitophagy to eliminate damaged mitochondria, thus dampening inflammasome activation^20^. Furthermore, Metformin can inhibit inflammasome activation independently of AMPK- and NFkB signaling^21,22^.

The transcription factor ZEB1 enables and maintains cell plasticity in cancer cells and is best known for inducing an epithelial-to-mesenchymal transition (EMT) during embryonic development and cancer progression (reviewed in^23–26^). ZEB1 expression enhances the pro-tumoral effects of tumor-associated macrophages^27^, and induces a stem-like phenotype in macrophages upon viral infection^28^. This evidence prompted us to investigate the potential role of ZEB1 in the regulation of macrophage transcriptomic and metabolic plasticity during acute and chronic inflammation.

Here, we find that ZEB1 expression is required for the inflammatory and immunosuppressive phenotypes of macrophages, playing opposing roles in both stages. In addition, we show that Metformin’s anti-inflammatory and ROS-inhibiting effects in models of sepsis and psoriatic disease are dependent on the expression of ZEB1 in macrophages. Using mice lacking *Zeb1* in their myeloid cells, as well as samples from human patients and mouse models of sepsis and psoriasis, we show that the diverging effects of ZEB1 in inflammation and immunosuppression are mediated through its inhibition of amino acid transport, mitochondrial protein translation and content, and its induction of autophagy. Our results suggest that Metformin pre-treatment induces an immunosuppressive-like state in inflammatory macrophages and that ZEB1 is required for the inhibition of mitochondrial translation in immunosuppressed macrophages. ZEB1 limits acute and chronic inflammation by reducing amino acid levels and consumption in macrophages thereby inhibiting mTORC1 signaling and mitochondrial translation.

Altogether, these results identify a mechanism that regulates macrophage metabolic plasticity, presenting a potential target for modulating dysregulated inflammation and immunosuppression in sepsis and autoimmune diseases.

## Results

### ZEB1 has a dual role being required for both the induction and resolution of inflammation

To study the immunogenic-to-immunosuppressive reprogramming of macrophages in the context of acute inflammation, we used a model of acute inflammation triggered by lipopolysaccharide (LPS)^29^ (see Supplementary Fig. S1A and Supplementary Methods), where mice or macrophages were divided into different groups. One group was subjected to the acute inflammation protocol (referred to as “LPS”), wherein they received the vehicle (PBS) followed by a single dose of LPS after 24 h. The other group underwent the immunosuppression protocol (referred to as “LPS + LPS”), wherein they received an initial dose of LPS, followed by a second dose of LPS 24 h later. These LPS-induced acute inflammation and immunosuppressive responses are primarily mediated by macrophages^30^. Accordingly, expression of the inflammatory cytokine *IL6* in mouse peritoneal macrophages and human monocyte-derived macrophages increased during acute inflammation but to a lesser extent upon the second antigenic challenge in the immunosuppressive protocol (Supplementary Fig. S1B and S1C). We also compared *IL6* expression in human peripheral blood mononuclear cells (PBMC) in different conditions. Firstly, we compared PBMCs from septic patients at ICU admission (0 h, representing an acute inflammatory state) with the PBMCs of the same patients collected three days later (72 h, representing an immunosuppressed state) (Supplementary Fig. S1D). Additionally, we compared PBMCs from healthy donors with those from patients with a chronic inflammatory disease, namely psoriatic arthritis (PsA), which affects approximately 30% of patients with psoriatic disease (Supplementary Fig. S1E). In all cases, PBMCs were either left untreated (PBS) or subjected to in vitro incubation with LPS for 2 hours. In line with their immunosuppressed state, the response of PBMCs from septic patients at 72 h to a new inflammatory challenge was only around 26% relative to the response of PBMCs from septic patients at 0 h (Supplementary Fig. S1D). In contrast, in the PBMCs of patients with PsA, IL6 increased around 500 times relative to PBMCs from healthy donors (Supplementary Fig. S1E).

The transcription factor ZEB1 is best known for promoting cellular plasticity in epithelial cells during cancer initiation and progression^24,25,31,32^. We found that ZEB1 levels increased when both human and mouse macrophages transitioned to an immunosuppressed state (Supplementary Fig. S1F–S1H). To examine whether ZEB1 modulates the phenotype and function of macrophages during acute inflammation or immunosuppression, we generated a *Zeb1*^fl/fl^ mouse (hereinafter referred to as Z*eb1*^WT^ mouse) that was then crossed with *Lysm*^Cre^ mice to delete *Zeb1* in myeloid cells (hereafter referred to as *Zeb1*^∆M^) (Supplementary Fig. S1I–S1K).

*Zeb1*^WT^ and *Zeb1*^∆M^ mice were each divided into two cohorts and subjected to the LPS-induced lethal endotoxemia and LPS + LPS-induced immunosuppression protocols (see Supplementary Fig. S1A and Supplementary Methods). In the LPS cohort (systemic acute inflammation protocol), *Zeb1*^∆M^ mice exhibited greater survival than *Zeb1*^WT^ mice (Fig. 1a). Interestingly, in the LPS + LPS cohort (immunosuppressive protocol), the reverse pattern was found; *Zeb1*^∆M^ mice exhibited lower survival than *Zeb1*^WT^ mice. The composition of myeloid cells entering the peritoneal cavity varies during the LPS response with an increase in the proportion of monocytes during the course of sepsis^33^. However, we observe no difference in the distribution of myeloid subpopulations between *Zeb1*^WT^ and *Zeb1*^∆M^ mice (Supplementary Fig. S1L).

**Fig. 1:**
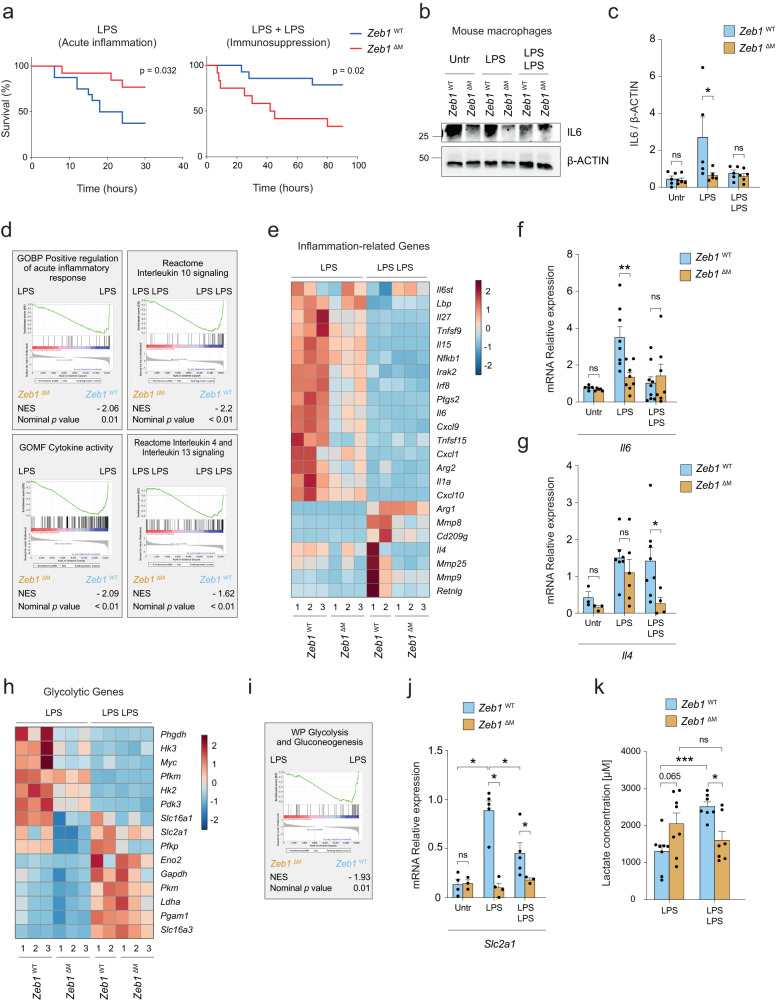
ZEB1 plays a dual role being required for both the induction and resolution of inflammation. **a** Survival plots of 8–10 weeks old female *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated with LPS (15 *Zeb1*^WT^, 12 *Zeb1*^∆M^) to induce acute inflammation, and treated with LPS + LPS (14 *Zeb1*^WT^, 12 *Zeb1*^∆M^) to induce immunosuppression. **b** Peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice were untreated, or treated with LPS or LPS + LPS and blotted for IL6 along with β-ACTIN as a loading control. The blot shown is representative of five independent experiments. **c** quantification of IL6 levels relative to β-ACTIN levels in *n* = 5 biologically independent experiments as in (**b**). **d** *Left Panel:* GSEA plots for inflammatory signatures comparing macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated with LPS. *Right panel*: GSEA plots for anti-inflammatory signatures comparing macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated with LPS + LPS. **e** Heatmap of inflammation-related genes in peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated with either LPS or LPS + LPS. **f** *Il6* mRNA levels in peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice either untreated, treated with LPS, or treated with LPS + LPS (*n* = 5,5,8,8,9,7). **g** as in (f), but for *Il4* (*n* = 3,3,7,6,8,4). **h** Heatmap of glycolytic genes in peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice subjected to either LPS or LPS + LPS. **i** GSEA plots for Glycolysis and Gluconeogenesis signature comparing macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated with LPS. **j** As in (**f**), but for *Slc2a1* (*n* = 4,3,5,4,5,3). **k** Lactate levels in macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated with LPS (*n* = 8) or LPS + LPS (*n* = 7). Statistical analysis of Kaplan Meier survival plots was assessed by the Log-rank (Mantel-Cox) test. Graph bars represent mean values +/− SEM with two-tailed unpaired Mann-Whitney test. *p* ≤ 0.001 (***), *p* ≤ 0.01 (**) or *p* ≤ 0.05 (*) levels, or non-significant (ns) for values of *p* > 0.05. Numerical values had been added for 0.05 < *p* < 0.075. Raw data along *p* values for statistical analyses are included in the Source Data file.

The above data suggest that ZEB1 plays opposing roles in the macrophage-mediated inflammatory and immunosuppressive responses to LPS. To define the mechanisms by which ZEB1 does so, we conducted a bulk RNA sequencing (RNAseq) of peritoneal macrophages isolated from *Zeb1*^WT^ and *Zeb1*^∆M^ mice subjected to the LPS and LPS + LPS protocols (Supplementary Fig. S1M, N). 

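*Zeb1* (ENSMUSG00000024238.15), the transcription factor gene deleted in myeloid cells, stood at 6.63 ± 0.398 CPM (counts scaled to library size, mean ± standard deviation) in *Zeb1* WT LPS (n = 3) and 2.19 ± 0.801 in *Zeb1* ∆M LPS (n = 3). The log2 fold change was -1.6 (standard error 0.34, adjusted p = 0.018, edgeR quasi-likelihood test, Benjamini-Hochberg). In LPS + LPS it stood at 1.75 ± 1.01 in *Zeb1* WT (n = 2) and 0.793 ± 0.102 in *Zeb1* ∆M (n = 3), with an edgeR log2 fold change of -1.13 (SE 0.39, adjusted p = 0.13). From LPS to LPS + LPS, *Zeb1* fell by 1.92 on the log2 scale in *Zeb1* WT (SE 0.39, edgeR adjusted p = 8.1e-04) and by 1.46 in *Zeb1* ∆M (SE 0.36, edgeR adjusted p = 0.0042). By library, with TMM factors over all 18 libraries, the levels were 6.41, 6.69 and 7.21 in *Zeb1* WT LPS, 2.30, 3.01 and 1.38 in *Zeb1* ∆M LPS, 0.912, 2.52 and 1.07 in *Zeb1* WT LPS + LPS and 0.738, 0.926 and 0.758 in *Zeb1* ∆M LPS + LPS. The LPS + LPS libraries held 16 to 66 *Zeb1* counts each. The LPS difference was not called without replicate 1 or replicate 3 of *Zeb1* ∆M LPS (adjusted p = 0.068 and 0.1), nor with only the LPS groups in the fit (-1.61, adjusted p = 0.05).

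The deposited counts covered 3 libraries per group, each from a pool of 2 to 3 mice, taken 2 to 3 h after the last LPS dose. Peritoneal cells had been sorted on CD11b and F4/80, and *Zeb1* ∆M stands for deletion by LysM-Cre, which is active in myeloid cells. The Source Data sheets for Fig. 1e and 1h hold 2 *Zeb1* WT LPS + LPS samples per gene, replicates 2 and 3 in 34 of their 39 genes. The parts of the paper at hand give no reason for leaving out replicate 1, and its Methods say that no data were excluded. Values below therefore use replicates 2 and 3 first, in 1 edgeR fit over 17 libraries (TMM scaling, 13947 genes tested), and then all 3.

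Between genotypes in LPS, 58 genes were higher and 186 lower in *Zeb1* ∆M at an adjusted p under 0.05. In LPS + LPS, 203 were higher and 189 lower, and with replicate 1 of *Zeb1* WT included 62 and 26. Within *Zeb1* WT, LPS + LPS against LPS gave 2254 higher and 2405 lower genes, and within *Zeb1* ∆M 2128 and 2329. The LPS total of 244 became 128, 161 and 457 without replicates 1, 2 and 3 of *Zeb1* WT LPS, and 107, 143 and 136 without replicates 1, 2 and 3 of *Zeb1* ∆M LPS. The 457 were 262 higher and 195 lower, so the excess of lower genes was lost without replicate 3 of *Zeb1* WT LPS. The LPS + LPS total of 392 became 244 and 196 without replicates 2 and 3 of *Zeb1* WT LPS + LPS, and 200, 110 and 229 without replicates 1, 2 and 3 of *Zeb1* ∆M LPS + LPS. The 244 were 147 higher and 97 lower, whereas the 196 were 67 higher and 129 lower, so the balance depended on the *Zeb1* WT libraries used. DESeq2 called 161 higher and 467 lower genes in LPS, and 472 and 424 in LPS + LPS.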

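Among secreted inflammatory mediators, *Inhba* (activin A subunit) changed by -2.19 (standard error 0.31, adjusted p = 0.0013) on the log2 scale in *Zeb1* ∆M against *Zeb1* WT macrophages in LPS (n = 3 per group, edgeR quasi-likelihood, Benjamini-Hochberg). *Il1b* (interleukin 1 beta) changed by -1.92 (SE 0.31, adjusted p = 0.0036), and the chemokine gene *Ccl3* by -1.61 (SE 0.31, adjusted p = 0.0097), by edgeR. *Edn1* (endothelin 1, a vessel constrictor) changed by -1.26 (SE 0.22, adjusted p = 0.0049). For *Il6* (interleukin 6, ENSMUSG00000025746.11) the change was -1.29 (SE 0.28, adjusted p = 0.02). *Il6* stood at 117 ± 8.44 CPM in *Zeb1* WT LPS and 48.0 ± 13.5 in *Zeb1* ∆M LPS. *Il1a*, a cytosolic alarmin of the interleukin 1 family, stood at 2100 ± 495 and 1040 ± 155, an edgeR log2 fold change of -1.02 (SE 0.33, adjusted p = 0.13). *Nfkb1*, which encodes the p105/p50 subunit of NF-kB, stood at 108 ± 8.62 and 82.7 ± 8.85, with -0.38 (SE 0.24, adjusted p = 0.5) by edgeR. Of 40 measured inflammatory genes, 10 were lower and 38 had a log2 fold change below 0 (25 lower when adjusted over the list alone), with a median of -0.79 (camera adjusted p = 3.1e-21, and 0.019 with an estimated correlation). This list held genes that the study had chosen on these samples, so it is not independent evidence.

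Genes of other cell types moved the same way. B cell markers had a median log2 fold change of -2.28, with 5 of 12 lower (11 over the list alone, camera adjusted p = 6.4e-21, and 0.012 with an estimated correlation), among them *Cd79a* -2.59 (SE 0.38, 0.0015) and *Ms4a1* -2.51 (SE 0.33, 8.6e-04). Neutrophil markers that the paper does not name had a median of -2.32 over 21 genes, or -2.26 with genes at 0 counts in a group set to their floor. Of these, 5 were lower (13 over the list alone, camera adjusted p = 1.3e-13, and 0.026 with an estimated correlation), such as *Mrgpra2b* -3.07 (SE 0.40, 8.6e-04) and *S100a8* -2.45 (SE 0.47, 0.013). Dendritic cell markers had a median of -1.28, with 1 of 6 lower (2 over the list alone, camera adjusted p = 4.8e-05, and 0.012 with an estimated correlation), and 2 were lower without replicate 3 of *Zeb1* WT LPS. *Ccr7*, a homing receptor of dendritic cells and B cells, and *Il1f9*, an interleukin 36 gene, changed by -2.51 (SE 0.30, 5.2e-04) and -2.69 (SE 0.36, 0.0011). In the other direction, *Icosl*, a ligand for T cell costimulation, changed by 2.12 (SE 0.38, 0.0059), and by edgeR on the LPS libraries alone its adjusted p = 0.12.

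Gene set enrichment over the members listed in the Source Data gave a normalized score of -2.18 for the acute inflammatory response (17 genes, fgsea adjusted p = 1.5e-05) and -2.78 for cytokine genes (87 genes, adjusted p = 2.5e-10, from the smallest p that fgsea reports). Ranked by log2 fold change, these scores were -1.67 (fgsea adjusted p = 0.011) and -1.69 (fgsea adjusted p = 0.0022). *Il1a* was called by DESeq2 (adjusted p = 0.036), in a fit of the LPS libraries alone (0.034) and with no count filter (8.2e-04), whereas *Nfkb1* was called in no setting. *Il6* was not called without replicates 1 or 2 of *Zeb1* WT LPS, without replicates 1 or 3 of *Zeb1* ∆M LPS (adjusted p from 0.06 to 0.11) or with all 18 libraries (0.054). *Ccl3* was not called without replicate 2 of *Zeb1* WT LPS or replicate 1 of *Zeb1* ∆M LPS (0.056 to 0.063). The *S100a8* call ended in the 18-library fit (adjusted p = 0.059) and with the LPS libraries alone (0.065). Lower inflammatory genes numbered 3 without replicate 2 of *Zeb1* WT LPS, and 4 and 5 without replicates 1 and 2 of *Zeb1* ∆M LPS. Lower neutrophil markers numbered 2 without replicate 1 of *Zeb1* WT LPS or replicates 1 or 2 of *Zeb1* ∆M LPS.

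**Figure D1:**
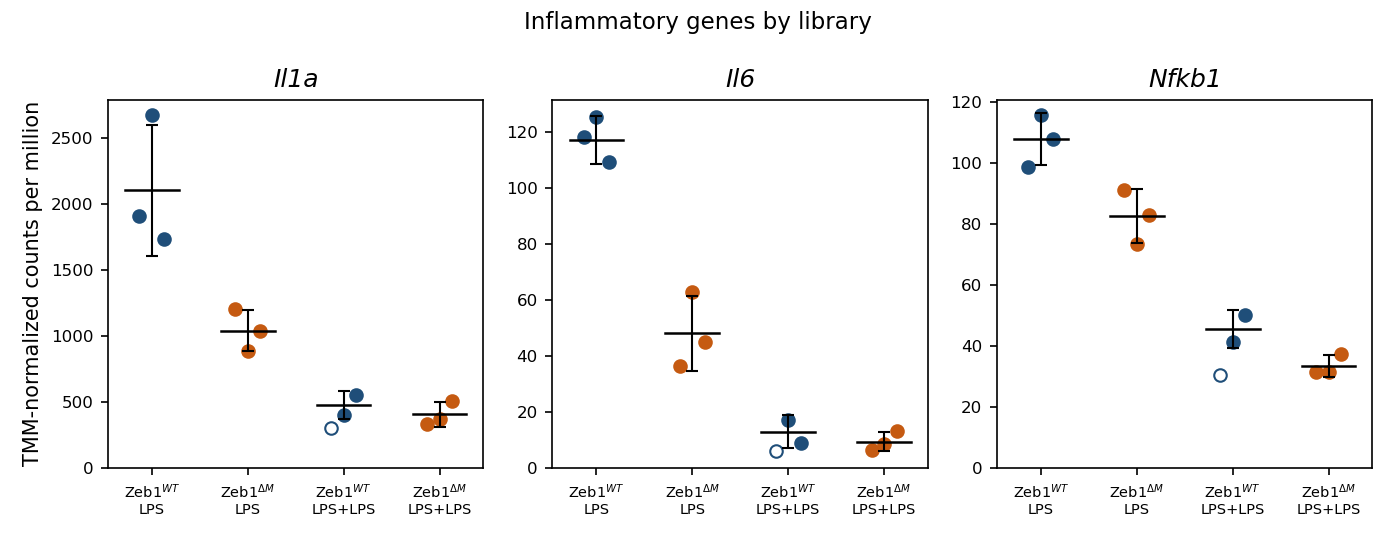
Levels of *Il1a*, *Il6* and *Nfkb1* in TMM-normalized CPM in the LPS and LPS + LPS groups; points are libraries, and the line and bar are the mean and standard deviation. The hollow point is replicate 1 of *Zeb1* WT LPS + LPS, which is not part of the mean.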

In the LPS condition (acute inflammation), *Zeb1*^∆M^ macrophages expressed lower levels of inflammatory genes (e.g., *Il1a, Il6, Nfkb1*) than their *Zeb1*^WT^ counterparts (Fig. 1b–f and Supplementary Fig. S1O). In the LPS + LPS condition (immunosuppression), inflammatory genes were expressed similarly in macrophages of both genotypes. However, a reverse pattern was observed with regard to several anti-inflammatory and homeostatic genes (e.g., *Il4, Retnlg*) (Fig. 1d, e, g). 

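*Il1a* had a log2 fold change of -0.24 (standard error 0.36, adjusted p = 0.84) between *Zeb1* ∆M (n = 3) and *Zeb1* WT (n = 2) macrophages in LPS + LPS (edgeR quasi-likelihood, Benjamini-Hochberg). For *Il6* it was -0.48 (SE 0.31, adjusted p = 0.5) and for *Nfkb1* -0.45 (SE 0.27, adjusted p = 0.44). *Il1a* stood at 406 ± 93.2 CPM in *Zeb1* ∆M and 479 ± 107 in *Zeb1* WT, where replicate 1, outside the mean, held 307. *Il6* stood at 9.35 ± 3.4 and 13.0 ± 5.96 (replicate 1 at 6.27), and *Nfkb1* at 33.5 ± 3.47 and 45.8 ± 6.24 (replicate 1 at 30.7). Other inflammatory genes were lower in *Zeb1* ∆M, with *Il12b* (p40 subunit of interleukins 12 and 23) at -2.04 (SE 0.26, 5.2e-04), *Il1b* at -1.80 (SE 0.34, 0.0089) and *Edn1* at -1.33 (SE 0.24, 0.0067), with edgeR adjusted p after the SE. *Lbp*, which encodes the LPS-binding protein, rose by 1.91 (SE 0.28, 0.0014), from 9.20 ± 3.69 (n = 2; replicate 1 at 8.42) to 34.5 ± 4.2. *Il6st*, the shared signalling chain gp130, rose by 1.10 (SE 0.22, 0.011). Of 40 inflammatory genes, 5 were lower and 1 higher (10 and 3 over the list alone), with a median of -0.41 (camera adjusted p = 1.1e-05, but adjusted p = 0.31 with an estimated correlation). In the fit with all 3 *Zeb1* WT samples, 3 were lower, the other 37 did not pass, and the median was -0.67.

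The genotype by treatment interaction was 0.78 (SE 0.49, adjusted p = 0.67) for *Il1a* and 0.81 (SE 0.42, adjusted p = 0.57) for *Il6* by edgeR, against 0.12 (adjusted p = 0.97) for *Il1b* and -1.24 (adjusted p = 0.21) for *Il12b*. The cytokine set kept a normalized score of -2.32 in LPS + LPS (fgsea adjusted p = 3.0e-08), and the acute inflammatory set had -1.32 (adjusted p = 0.16). Without replicate 2 of *Zeb1* WT the *Il1b* change was -1.08 (adjusted p = 0.13), and with all 3 *Zeb1* WT samples it was -1.51 (adjusted p = 0.059). *Il6st* was not called without replicates 2 or 3 of *Zeb1* WT or replicate 2 of *Zeb1* ∆M (adjusted p from 0.053 to 0.068). Lower inflammatory genes numbered 3 without replicate 2 of *Zeb1* ∆M, and the higher one was lost without replicates 2 or 3 of *Zeb1* WT or replicate 2 of *Zeb1* ∆M.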

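*Retnla*, a marker of alternative macrophage activation, differed by -2.96 (standard error 0.45, adjusted p = 0.0028) on the log2 scale between *Zeb1* ∆M (n = 3) and *Zeb1* WT (n = 2) macrophages in LPS + LPS (edgeR quasi-likelihood, Benjamini-Hochberg). *Il10*, the anti-inflammatory cytokine, differed by -1.21 (SE 0.24, adjusted p = 0.013). In LPS, *Retnla* was at -0.28 (SE 0.39, adjusted p = 0.81), whereas *Il10* -2.09 (SE 0.23, 4.1e-04) and the chemokine gene *Ccl22* -2.32 (SE 0.41, 0.0054) were lower in *Zeb1* ∆M already there, by edgeR. The edgeR interaction was -2.68 for *Retnla* (adjusted p = 0.099, by DESeq2 0.0024 and with no count filter 9.2e-12) and 0.88 for *Il10* (adjusted p = 0.37). Of 25 anti-inflammatory and homeostatic genes, 5 were lower in LPS + LPS (10 over the list alone), with a median of -1.03 (camera adjusted p = 2.8e-05, and 0.015 with an estimated correlation). In LPS, 4 were lower (6 over the list alone), with a median of -0.52 (camera adjusted p = 5.1e-06, and 0.012 with an estimated correlation). The study had chosen part of this list on these samples, so it is not independent evidence.

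In LPS + LPS, markers of neutrophils and eosinophils fell with these genes. The neutrophil list, free of genes the paper names, had a median of -1.78 over 21 genes. Of these, 6 were lower (13 over the list alone, camera adjusted p = 1.5e-13, and 0.038 with an estimated correlation), among them *Mrgpra2b* -1.88 (SE 0.38, 0.014). Eosinophil markers had a median of -3.48 over 6 genes and 4 lower (6 over the list alone, camera adjusted p = 1.9e-07, but adjusted p = 0.055 with an estimated correlation). *Prg2*, an eosinophil granule gene, was at -5.22 (SE 0.92, 0.0079). Genes of large peritoneal macrophages stood higher, with a median of 1.22 over 18 genes and 7 higher (15 over the list alone, camera adjusted p = 6.3e-20, and 0.014 with an estimated correlation). Among them were *Prg4* 2.02 (SE 0.29, 0.0013), *Ltbp1* 2.17 (SE 0.33, 0.0024) and *Selp* 1.60 (SE 0.26, 0.0035). *Osmr*, the oncostatin M receptor, rose by 2.36 (SE 0.32, 9.4e-04), and *Rnf125*, a ubiquitin ligase gene, changed by -3.08 (SE 0.31, 6.0e-05).

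The IL-10 set had a normalized score of -2.43 in LPS + LPS (fgsea adjusted p = 4.7e-08) and -2.61 in LPS (adjusted p = 2.5e-10), and the IL-4 and IL-13 set -1.57 (adjusted p = 0.012) and -2.39 (adjusted p = 1.6e-09). Ranked by log2 fold change, the IL-4 and IL-13 set in LPS + LPS had -1.19 (fgsea adjusted p = 0.18). With all 3 *Zeb1* WT samples, none of the 25 anti-inflammatory genes, 21 neutrophil markers or 6 eosinophil markers was called by edgeR. The first 2 medians were -0.61 and -1.44 (for neutrophil markers adjusted p = 0.26 with an estimated correlation). There the changes were -2.51 for *Retnla* (adjusted p = 0.059), -0.84 for *Il10* (adjusted p = 0.31), -1.44 for *Mrgpra2b* (adjusted p = 0.24) and -4.67 for *Prg2* (adjusted p = 0.081). Replicate 1 held 21.2 CPM of *Mrgpra2b*, against 102 ± 6.72 in replicates 2 and 3 and 27.9 ± 14.3 in *Zeb1* ∆M, and the parts of the paper at hand give no reason for its absence from the sheets. *Il10* was not called without replicate 3 of *Zeb1* WT or replicate 2 of *Zeb1* ∆M (adjusted p from 0.073 to 0.11) or with only these groups in the fit (0.053). *Mrgpra2b* was lost in 4 of the 5 fits with 1 library left out (0.052 to 0.062) and *Prg2* without replicate 2 of *Zeb1* WT (0.13). Lower genes without replicates 2 and 3 of *Zeb1* WT numbered 0 and 2 for both neutrophil and eosinophil markers, and 1 of each without replicates 1 or 2 of *Zeb1* ∆M. For eosinophil markers it was also 1 without replicate 3 of *Zeb1* ∆M. Lower anti-inflammatory genes numbered 2 without replicate 2 of either genotype in LPS + LPS, and 2 without replicates 1 or 2 of *Zeb1* ∆M LPS in LPS.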

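*Il4* (ENSMUSG00000000869.12), the cytokine that drives alternative activation, stood at 5.06 ± 5.9 CPM in *Zeb1* WT LPS + LPS (n = 2, 9.23 and 0.889) and 0.116 ± 0.0207 in *Zeb1* ∆M (n = 3). The log2 fold change was -5.35 (standard error 1.03, adjusted p = 0.011, edgeR quasi-likelihood, Benjamini-Hochberg). Mast cell and basophil markers stood at mean log2 levels of 2.4 and 1.9 in these *Zeb1* WT libraries, 0.6 in replicate 1 and 0.7, 0.6 and 1.9 in *Zeb1* ∆M. In LPS *Il4* stood at 3.25 ± 0.289 and 1.84 ± 1.69, with -0.80 (SE 0.78, adjusted p = 0.71) by edgeR. *Retnlg* (ENSMUSG00000022651.6), a resistin-like gene expressed in neutrophils, stood at 280 ± 194 (418 and 143) in *Zeb1* WT LPS + LPS and 33.1 ± 11.8 in *Zeb1* ∆M, with -3.08 (SE 0.50, adjusted p = 0.0057) by edgeR. In LPS, *Retnlg* was lower in *Zeb1* ∆M as well, at 9.81 ± 3.36 against 46.6 ± 2.66, with -2.24 (SE 0.47, adjusted p = 0.023) by edgeR. The edgeR interaction was -4.55 (SE 1.29, adjusted p = 0.21) for *Il4* and -0.84 (SE 0.67, adjusted p = 0.75) for *Retnlg*. The *Il4* interaction was called by DESeq2 (adjusted p = 0.049) and with no count filter (5.1e-04).

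Replicate 1 of *Zeb1* WT LPS + LPS held 0.474 CPM of *Il4* and 26.8 of *Retnlg*. With it in the fit the LPS + LPS changes were -4.84 (adjusted p = 0.064) and -2.57 (adjusted p = 0.14). There the LPS change of *Retnlg* had an adjusted p = 0.17. Without replicate 2 of *Zeb1* WT LPS + LPS they were -2.85 (adjusted p = 0.17) and -2.11 (adjusted p = 0.053). Without replicate 2 of *Zeb1* ∆M LPS + LPS, *Il4* had an adjusted p = 0.057. The *Retnlg* call in LPS was lost in 5 of 6 fits with 1 library left out, all but the one without replicate 3 of *Zeb1* WT LPS (-2.46 to -1.99, adjusted p from 0.051 to 0.11), and with a replicate block (0.057).

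**Figure D2:**
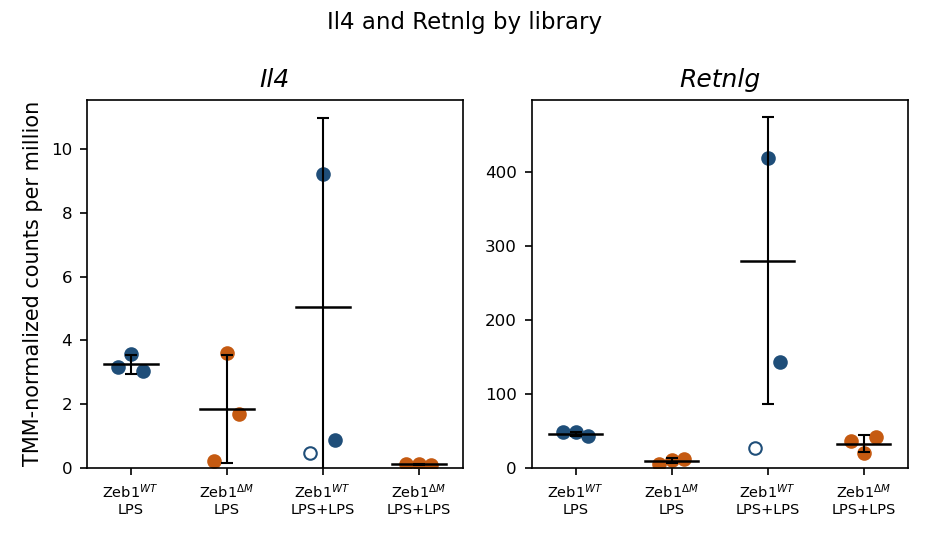
Levels of *Il4* and *Retnlg* in TMM-normalized CPM in the LPS and LPS + LPS groups; points are libraries, and the line and bar are the mean and standard deviation. The hollow point is replicate 1 of *Zeb1* WT LPS + LPS, which is not part of the mean, and the part of a bar below 0 is not drawn.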

Although *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages expressed similar levels of these anti-inflammatory and homeostatic genes during LPS, *Zeb1*^∆M^ macrophages expressed lower levels of those genes than *Zeb1*^WT^ macrophages during LPS + LPS (Fig. 1e and g). Taken together, these findings suggest that ZEB1 plays dual roles in both the induction and resolution phases of inflammation. ZEB1 appears to modulate macrophage plasticity by upregulating inflammatory genes during acute inflammation and homeostatic genes during immunosuppression.

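Few genes were called for a change of their genotype difference between LPS and LPS + LPS. In this interaction 9 rose and 1 fell at an edgeR adjusted p under 0.05 (Benjamini-Hochberg). At an unadjusted p under 0.05 there were 1365 of 13947 genes, so the number called does not show how many changed. The 10 called genes included *Lbp* at 1.99 (SE 0.35, adjusted p = 0.033) on the log2 scale (n = 2 *Zeb1* WT LPS + LPS and n = 3 in the other groups, edgeR). *Steap4*, a metalloreductase gene, was at -1.85 (SE 0.24, adjusted p = 0.0025). *Dapk1*, a death-associated kinase gene, was at 1.95 (SE 0.29, adjusted p = 0.0094), and *Serpinb9*, a granzyme B inhibitor gene, at 2.40 (SE 0.40, adjusted p = 0.026). With all 3 *Zeb1* WT LPS + LPS samples 2 genes remained, and in that fit *Steap4* was -1.52 (adjusted p = 0.15), *Dapk1* 1.61 (adjusted p = 0.072) and *Serpinb9* 1.97 (adjusted p = 0.11). DESeq2 called 124 higher and 30 lower interactions. The paper proposes that ZEB1 raises inflammatory genes in acute inflammation and homeostatic genes in immunosuppression. The 10 genes became 58 without replicate 2 of *Zeb1* WT LPS + LPS, 16 and 18 without replicate 1 of *Zeb1* ∆M LPS and of *Zeb1* ∆M LPS + LPS. There were 4 to 5 without replicate 2 of *Zeb1* WT LPS, replicates 2 or 3 of *Zeb1* ∆M LPS or replicate 2 of *Zeb1* ∆M LPS + LPS. *Lbp* was lost in 8 of 11 fits with 1 library left out (adjusted p from 0.05 to 0.12), *Serpinb9* in 6 of 11 (0.05 to 0.079) and *Dapk1* without replicate 3 of *Zeb1* WT LPS + LPS (0.062). With only these groups in the fit *Lbp* and *Serpinb9* each had an adjusted p = 0.08.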

### ZEB1 increases glycolysis during acute inflammation

The transition of macrophages from an inflammatory state to an anti-inflammatory state is accompanied by metabolic reprogramming, shifting from glycolysis to oxidative phosphorylation (OxPhos)^6^. Consistent with the inflammatory signature linked to ZEB1 in acute inflammation, *Zeb1*^WT^ macrophages expressed higher levels of genes associated with glycolysis, (e.g., *Slc2a1*, *Hk2, Hk3, Pdk3*) compared to *Zeb1*^∆M^ counterparts during acute inflammation (Fig. 1h–j). However, in the LPS + LPS condition, we found that enzymes associated with lower glycolysis that catalyze the conversion of glyceraldehyde-3-phosphate to pyruvate (e.g., *Gapdh, Pkm, Pgam1, Ldha*) were upregulated in both genotypes (Fig. 1h). 

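*Hk2*, the hexokinase that opens glycolysis, stood at 297 ± 35.9 CPM in *Zeb1* WT and 162 ± 19.3 in *Zeb1* ∆M LPS macrophages (n = 3 each), with a log2 fold change of -0.87 (standard error 0.18, adjusted p = 0.013, edgeR quasi-likelihood, Benjamini-Hochberg). By edgeR the values were -0.83 (SE 0.25, adjusted p = 0.1) for *Hk3*, a second hexokinase, -0.51 (SE 0.15, adjusted p = 0.094) for the pyruvate dehydrogenase kinase gene *Pdk3* and -0.58 (SE 0.24, adjusted p = 0.27) for the glucose transporter gene *Slc2a1*. *Hk3* was called by DESeq2 (adjusted p = 0.027), with a replicate block (0.027) and with no count filter (0.0068), *Pdk3* by DESeq2 (0.0054), and *Slc2a1* in no setting. Of 24 glycolysis genes, 1 was lower (5 over the list alone) and 22 had a log2 fold change below 0, with a median of -0.49 (camera adjusted p = 6.1e-07, but adjusted p = 0.1 with an estimated correlation; fry adjusted p = 0.0064). Part of this list had been chosen by the study on these samples and is not independent evidence. The glycolysis set had a normalized score of -2 in LPS (31 genes, fgsea adjusted p = 1.9e-04) and -0.86 in LPS + LPS (adjusted p = 0.69). Ranked by log2 fold change, it had -1.57 in LPS (fgsea adjusted p = 0.019) and -1.52 in LPS + LPS (adjusted p = 0.052). *Hk2* was not called without replicate 2 of *Zeb1* WT LPS or replicates 1 or 3 of *Zeb1* ∆M LPS (-0.86 to -0.78, adjusted p from 0.058 to 0.08), and no list member was called without replicates 1 or 3 of *Zeb1* ∆M LPS.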

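*Pgam1*, the phosphoglycerate mutase of lower glycolysis, rose from LPS to LPS + LPS by 1.14 (standard error 0.23, adjusted p = 8.0e-04) on the log2 scale in *Zeb1* WT (n = 3 LPS and n = 2 LPS + LPS, edgeR quasi-likelihood, Benjamini-Hochberg). In *Zeb1* ∆M (n = 3 each) it rose by 1.42 (SE 0.21, adjusted p = 4.2e-05), by edgeR. There, edgeR also called *Pkm* (pyruvate kinase), 1.30 (SE 0.25, 4.8e-04), *Ldha* (lactate dehydrogenase), 0.97 (SE 0.23, 0.0029), and *Gapdh*, 0.76 (SE 0.24, 0.022). In *Zeb1* WT these were at 0.63 (SE 0.27, 0.076), 0.38 (SE 0.25, 0.25) and 0.37 (SE 0.27, 0.31). The edgeR interactions were 0.66 (SE 0.37, 0.6), 0.58 (SE 0.34, 0.63) and 0.39 (SE 0.36, 0.8), with 0.28 (adjusted p = 0.84) for *Pgam1*. *Pgk1* (phosphoglycerate kinase) and *Eno1* (enolase) rose in *Zeb1* WT by 1.10 (SE 0.22, 7.0e-04) and 1.33 (SE 0.29, 0.0017). Of 8 lower glycolysis genes, 3 rose in *Zeb1* WT, and also 3 over the list alone, with all 8 above 0 and a median of 1.09 (camera adjusted p = 0.037, but adjusted p = 0.4 with an estimated correlation; fry adjusted p = 8.1e-04). In *Zeb1* ∆M all 8 rose, with a median of 1.34 (camera adjusted p = 3.5e-04, but adjusted p = 0.11 with an estimated correlation), and also 8 over the list alone. Between these libraries, large peritoneal macrophage markers fell from mean log2 levels of 8.67, 9.03 and 8.76 to 6.02 and 6.31 in *Zeb1* WT. In *Zeb1* ∆M they fell from 9.19, 8.95 and 9.13 to 7.48, 7.85 and 7.41. Neutrophil markers rose from 3.70, 2.83 and 3.71 to 5.53 and 5.31 in *Zeb1* WT. In *Zeb1* ∆M they rose from 1.85, 1.14 and 2.20 to 3.77, 3.30 and 4.20. Whether this bears on the list was not tested.

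Using all 3 *Zeb1* WT LPS + LPS samples, 5 of the 8 rose in *Zeb1* WT, and *Pkm* was 0.67 (adjusted p = 0.036). The *Zeb1* WT list result had an adjusted p = 0.092 with length and GC trends removed and 0.059 without replicate 3 of *Zeb1* WT LPS. *Gapdh* in *Zeb1* ∆M was not called without replicate 1 of *Zeb1* ∆M LPS or replicates 1 or 2 of *Zeb1* ∆M LPS + LPS (0.61 to 0.76, adjusted p from 0.054 to 0.11) or with those trends removed (0.56, 0.089). *Eno1* in *Zeb1* WT was 0.93 (0.062) without replicate 3 of *Zeb1* WT LPS + LPS.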

In the same line, our analysis of a published array of the transcriptome of septic patients during the first week at the ICU (GSE131411)^34^ indicated that ZEB1 expression correlates with inflammatory (*IL1B*) and glycolytic (*SLC2A1*) genes at the beginning of the septic process (16 h and 48 h) and with anti-inflammatory (*IL4*) and anti-oxidant (*GSS*) genes at the immunosuppressive state (Supplementary Fig. S1P).

Lactate production by macrophages in the aftermath of acute inflammation is required for the subsequent activation of anti-inflammatory genes in immunosuppressed macrophages^10,35^. In that line, we found that *Zeb1*^WT^ macrophages subjected to LPS + LPS produced more lactate than those under LPS (Supplementary Fig. S1Q). *Zeb1*^∆M^ macrophages produced less lactate than *Zeb1*^WT^ macrophages during immunosuppression (Fig. 1k), which may contribute to the impaired anti-inflammatory transition in *Zeb1*^∆M^ macrophages and the decreased survival of *Zeb1*^∆M^ mice following two doses of LPS.

### ZEB1 reduces mitochondrial content during immunosuppression

It has been reported that, during acute inflammation, the expression of mitochondrial DNA (mtDNA)-encoded genes in leukocytes correlates with the severity of sepsis^36^. 

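Among genes of the mitochondrial genome, *mt-Nd6* and *mt-Nd5*, subunits of respiratory complex I, had these log2 fold changes between *Zeb1* ∆M and *Zeb1* WT macrophages in LPS (n = 3 each). They were -0.98 (standard error 0.25, adjusted p = 0.054) and -0.90 (SE 0.24, adjusted p = 0.061, edgeR quasi-likelihood, Benjamini-Hochberg). For *mt-Co1*, a complex IV subunit, the value was -0.74 (SE 0.25, adjusted p = 0.16) by edgeR. All 12 measured mtDNA genes had a log2 fold change below 0, with a median of -0.75 (camera adjusted p = 4.5e-06, but adjusted p = 0.12 with an estimated correlation; fry adjusted p = 0.018). By edgeR none of the 12 passed 0.05 (5 were lower over the list alone, 8 at an unadjusted p under 0.05), and DESeq2 called 3 lower. Counts from mtDNA made up 1.12, 0.897 and 0.672 percent of the *Zeb1* WT LPS libraries and 0.634, 0.659 and 0.529 percent of the *Zeb1* ∆M LPS libraries. Other parts of the libraries differed as well: the transcript CT010467.1 made up 1.26, 1.07 and 0.904 percent in *Zeb1* WT LPS and 0.373, 0.702 and 0.665 percent in *Zeb1* ∆M LPS, and protein-coding genes 96.1 to 96.5 and 97 to 97.7 percent. Mean log2 levels were 6.59, 6.57 and 6.37 against 6.25, 5.92 and 6.28 for cytosolic ribosomal proteins, and 4.11, 4.12 and 3.4 against 3.43, 3.14 and 3.13 for nuclear long RNAs. Without replicate 3 of *Zeb1* WT LPS, *mt-Nd6* was -1.20 (adjusted p = 0.0097) and *mt-Nd5* -1.12 (adjusted p = 0.011), and edgeR called 2 genes. With median-of-ratios factors edgeR called both (adjusted p = 0.04 and 0.047), as did DESeq2 (0.0065 and 0.0052) and the fit with no count filter (0.0071 and 0.0032). DESeq2 also called *mt-Co1* (0.026), and *mt-Nd6* had 0.046 with length and GC trends removed.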

Interestingly, our RNAseq analysis revealed that LPS-treated *Zeb1*^WT^ macrophages exhibited higher expression of mtDNA-encoded genes compared to *Zeb1*^∆M^ macrophages (Supplementary Fig. S2A). The higher induction of IL6 in *Zeb1*^WT^ macrophages compared to *Zeb1*^∆M^ macrophages was accompanied by an upregulation of TOMM20, a nuclear DNA (nDNA)-encoded mitochondrial protein that we used as a proxy for mitochondrial content (Supplementary Fig. S2B). This suggests that the reduced inflammatory response of *Zeb1*^∆M^ macrophages may be related to their altered mitochondrial function.

Peritoneal macrophages from mice either untreated (PBS) or following treatment with one or two doses of LPS were assessed for their mitochondrial content by their staining for MitoTracker™ Green (MTG). Immunosuppressed macrophages from mice treated with LPS + LPS showed lower mitochondrial content than macrophages from mice injected with PBS or a single dose of LPS (Fig. 2a). A comparable decrease in mitochondrial content—assessed by both MTG staining and MT-CO1 (mitochondrially-encoded Cytochrome C Oxidase I) expression—was also found in the immunosuppressed PBMCs of septic patients at 72 h relative to the immune-responsive PBMCs from the same septic patients at 0 h or healthy donors (Fig. 2b–d, and Supplementary Fig. S2C).

**Fig. 2:**
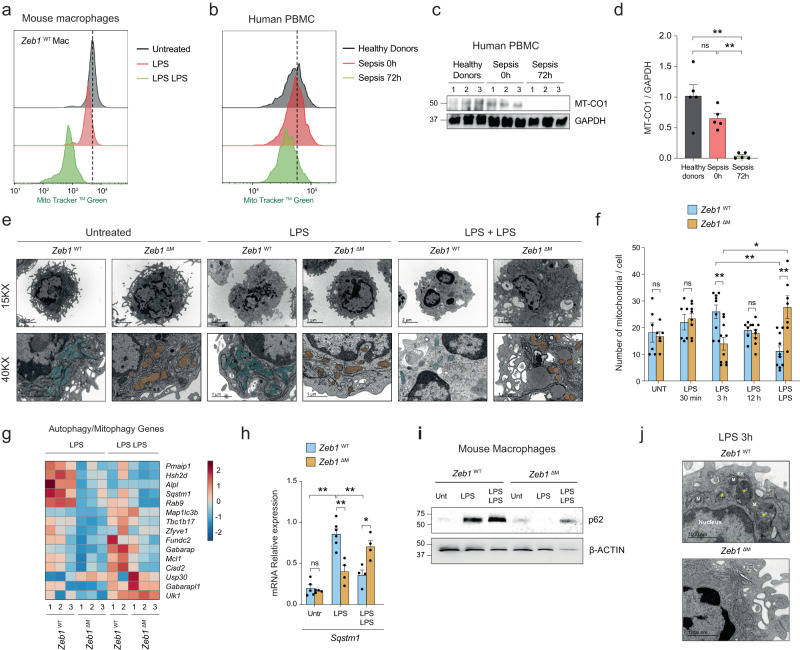
ZEB1 regulates mitochondrial content and autophagy during inflammation. **a** MTG staining in peritoneal macrophages from wild-type mice untreated, treated with LPS, or treated with LPS + LPS. The FACS plot is representative of at least 3 independent experiments. **b** MTG staining in the monocyte-enriched PBMC of healthy controls and septic patients at 0 h and 72 h. The FACS plot is representative of at least 5 independent experiments. **c** Western blot for MT-CO1 and GAPDH in PBMCs from three healthy donors and three septic patients at 0 and 72 h. The blot is representative of three independent experiments. **d** MT-CO1 protein levels in five healthy controls and five patients relative to GAPDH. **e** TEM of mitochondria in sorted macrophages from *Zeb1*^WT^ (labeled in blue) and *Zeb1*^∆M^ (orange) mice treated with PBS (Untreated), LPS for the indicated periods, or LPS + LPS. A representative macrophage from a 4–5 mice pool for each genotype and condition at 15,000X and 40,000X magnification. Scale bar: 2 μm. **f** At least 6 pictures were quantified for each genotype and condition. (*n* = 7,6,6,8,9,10,6,8,10,7) **g** Heatmap of autophagy-related genes in peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated with LPS or LPS + LPS. **h** *Sqstm1* mRNA in peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ untreated, treated with LPS or LPS + LPS. (*n* = 5,4,6,4,4,4). **i** As in Fig. 2c, but for p62/SQSTM1 and β-ACTIN. Blots are representative of four independent experiments. **j** Ultrastructure of autophagic vacuoles in LPS-treated macrophages. TEM images of *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages from mice treated with LPS for 3 h. Yellow asterisks: autophagic vacuoles in *Zeb1*^WT^ macrophages, two with increased electron density (autolysosomes). N nucleus, M mitochondria, ER endoplasmic reticulum. Scale bar: 1000 nm. A representative macrophage from a 4–5 mice pool for each genotype and condition. At least 6 pictures were analyzed for each genotype and condition. Graph bars in Fig.  2 represent mean values +/− SEM with two-tailed unpaired Mann–Whitney test. *p* ≤ 0.001 (***), *p* ≤ 0.01 (**) or *p* ≤ 0.05 (*) levels, or non-significant (ns) for values of *p* > 0.05. Raw data along *p* values for statistical analyses are included in the Source Data file.

These results prompted us to investigate whether alterations in the mitochondria content can contribute to in vivo immunosuppression in mice. We conducted a transmission electron microscopy (TEM) analysis to examine the ultrastructure of macrophages isolated from *Zeb1*^WT^ and *Zeb1*^∆M^ mice that had either been left untreated or treated with a single dose of LPS for different durations (30 min, 3 h, and 12 h), as well as with LPS + LPS. Interestingly, macrophages isolated from *Zeb1*^∆M^ mice treated with LPS at 3 h contained fewer mitochondria compared to macrophages from *Zeb1*^WT^ mice. However, when mice were treated with LPS + LPS, macrophages from *Zeb1*^∆M^ mice had more mitochondria than macrophages from *Zeb1*^WT^ mice (Fig. 2e, f). These results support the hypothesis that ZEB1 regulates mitochondria content in opposite directions in inflammation and immunosuppression.

### ZEB1 activates p62 and promotes autophagy during inflammation

The accumulation of damaged mitochondria during inflammation increases ROS production and activates inflammasome signaling, highlighting the importance of mitophagy as an important anti-inflammatory self-limiting mechanism^37,38^. Compared to *Zeb1*^WT^ counterparts, and particularly in the LPS condition, *Zeb1*^∆M^ macrophages expressed lower levels of autophagy/mitophagy-related genes (e.g., *Sqstm1, Tbc1d17, Rab9, Cisd2*) and higher levels of anti-autophagy/mitophagy ones (e.g. *Usp30*) (Fig. 2g). p62 (encoded by *Sqstm1*) binds damaged mitochondria—as well as other damaged organelles and ubiquitinated proteins—and recruits them to autophagosomes, which subsequently fuse with autolysosomes for degradation (mitophagy) in a mTORC1-dependent manner^39^. 

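*Tbc1d17*, a Rab GTPase-activating protein gene linked to autophagy, stood at 45.7 ± 5.27 CPM in *Zeb1* WT and 21.9 ± 5.32 in *Zeb1* ∆M LPS macrophages (n = 3 each). The log2 fold change was -1.06 (standard error 0.21, adjusted p = 0.011, edgeR quasi-likelihood, Benjamini-Hochberg). *Sqstm1* (ENSMUSG00000015837.15), the gene of the autophagy receptor p62, stood at 529 ± 36.5 and 329 ± 61.7, with -0.68 (SE 0.19, adjusted p = 0.083) by edgeR. The edgeR value was -0.79 (SE 0.20, adjusted p = 0.053) for *Rab9*, a late endosome GTPase, and -0.26 (SE 0.17, adjusted p = 0.49) for *Cisd2*, an iron-sulfur protein gene of the endoplasmic reticulum and mitochondria. *Usp30*, the mitochondrial deubiquitinase that opposes mitophagy, stood at 1.19 ± 1.54 in *Zeb1* WT (0.395, 0.199 and 2.97) and 4.33 ± 1 in *Zeb1* ∆M, with 1.89 (SE 0.87, adjusted p = 0.33) by edgeR. In LPS + LPS the edgeR values were -0.78 (adjusted p = 0.072) for *Tbc1d17*, -0.43 (adjusted p = 0.34) for *Sqstm1*, -0.37 (adjusted p = 0.47) for *Rab9*, -0.67 (adjusted p = 0.053) for *Cisd2* and 1.47 (adjusted p = 0.51) for *Usp30*. Of 52 autophagy genes in LPS, 1 was lower (3 over the list alone, 3 lower by DESeq2) and the others did not pass, with 25 above 0, 27 below and a median of -0.01 (camera adjusted p = 0.79).

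In LPS, *Sqstm1* was called by DESeq2 (adjusted p = 0.011) and with length and GC trends removed (0.042). *Rab9* was called in both (0.0037 and 0.033), with median-of-ratios factors (0.041) and with replicates 1 and 2 as *Zeb1* WT LPS + LPS (0.039). *Usp30* was 3.83 (adjusted p = 0.031) without replicate 3 of *Zeb1* WT LPS and called with no count filter (0.042). *Cisd2* was called in no setting, and *Tbc1d17* was -0.89 (0.061) without replicate 2 of *Zeb1* ∆M LPS. In LPS + LPS, DESeq2 called *Tbc1d17* (adjusted p = 0.027) and *Cisd2* (0.0036), and *Cisd2* was also called with median-of-ratios factors (0.038) and with the trends removed (0.03).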

Mitophagy prevents the release of inflammasome-activating signals and limits excessive ROS production during acute inflammation^40–42^.

Treatment of *Zeb1*^WT^ and *Zeb1*^∆M^ mice with LPS upregulated p62 mRNA and protein expression in *Zeb1*^WT^ macrophages but not in *Zeb1*^∆M^ counterparts (Fig. 2h, i, and Supplementary Fig. S2D). Analysis of the *SQSTM1* promoter identified several consensus sequences for ZEB1 whose capacity to recruit ZEB1 were tested in chromatin immunoprecipitation (ChIP) assays. ZEB1 bound to *SQSTM1* promoter and to a larger extent in human monocyte-derived macrophages treated with LPS than in those treated with LPS + LPS (Supplementary Fig. S2E). In addition, compared to LPS-treated *Zeb1*^∆M^ peritoneal macrophages, LPS-treated *Zeb1*^WT^ macrophages showed increased co-localization of lysosome staining (Lyso Dye^TM^) with the Mtophagy Dye^TM^, indicating enhanced lysosomal-mediated degradation (Supplementary Fig. S2F). Next, we examined macrophages from both genotypes treated with a single dose of LPS for signs of autophagy using TEM. *Zeb1*^WT^ macrophages, in comparison to *Zeb1*^∆M^ macrophages, exhibited a higher number of autolysosomes (Fig. 2J, yellow asterisks) containing cytosolic material, including mitochondria, indicative of damaged mitochondria undergoing mitophagy (Fig. 2j and Supplementary Fig. S2G). These data suggest that ZEB1 promotes autophagy in the context of acute inflammation.

### Metformin depends on ZEB1 expression in macrophages for its anti-inflammatory effects

Prompted by the above data suggesting that the decrease in mitochondria in macrophages under the LPS + LPS condition accounts for their compromised immune response, we investigated the effects of Metformin, known for inhibiting mitochondrial function and the inflammatory response of macrophages to LPS^17^. We hypothesized that the anti-inflammatory effects of Metformin mimic the immunosuppression observed in macrophages under the LPS + LPS condition. To test that hypothesis, we examined the in vivo and in vitro effects of Metformin in the response to LPS.

Mouse and human macrophages were treated in vitro with a single dose of LPS in the presence or absence of Metformin or with two doses of LPS (Fig. 3a and Supplementary Methods). As expected, Metformin reverted the LPS-induced upregulation of *IL6* in both human and mouse macrophages (Supplementary Fig. S3A and S3B). In human macrophages, pre-treatment with Metformin before LPS resulted in upregulation of ZEB1 and reduced expression of MT-CO1, which mirrored the expression changes observed in the immunosuppressed PBMCs of septic patients at 72 h shown above or following two doses of LPS (Supplementary Figs. S3C and S3D).

**Fig. 3:**
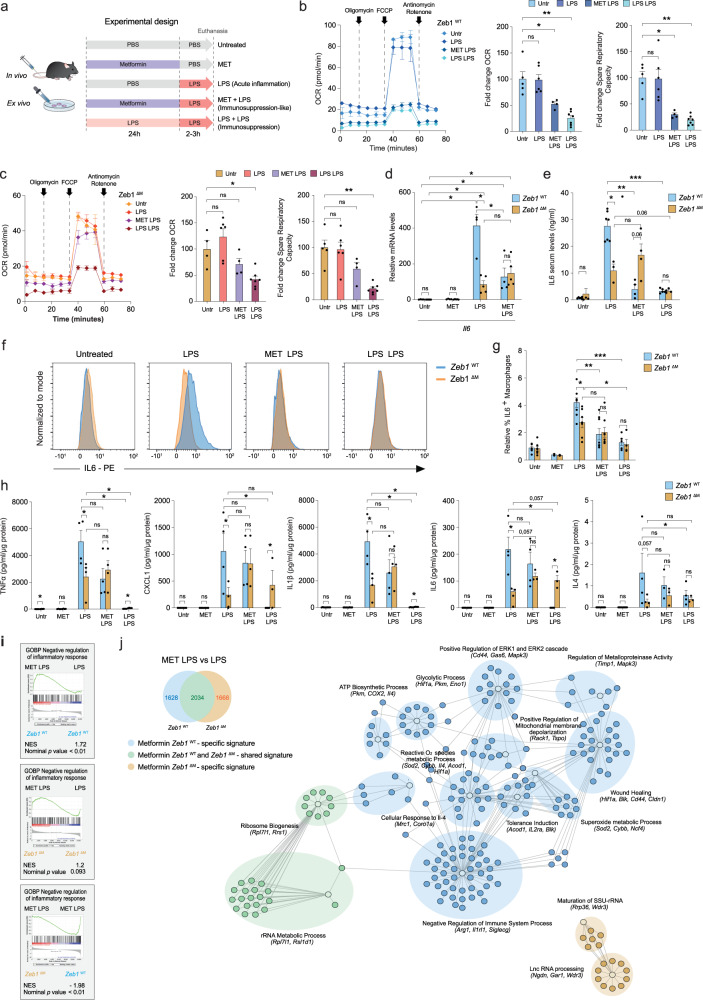
Metformin depends on ZEB1 expression in macrophages for its anti-inflammatory effects. **a** Experimental design for the in vivo and ex vivo treatment with Metformin (MET). **b** Oxygen consumption rates (OCR) of *Zeb1*^WT^ macrophages, either untreated or subjected to the LPS, Metformin + LPS or LPS + LPS protocols as in (**a**), were assessed by Seahorse XF Cell Mito Stress Test Kit. Average from at least two independent experiments each including two mice per genotype and condition, each in triplicate. Quantification of basal OCR and Spare Respiratory Capacity of *Zeb1*^WT^ macrophages (*n* = 5,6,4,7). Untreated is set to 100. **c** As in (**b**), but for *Zeb1*^∆M^ macrophages. **d** *Il6* mRNA levels in peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ untreated (PBS), treated with Metformin, LPS or Metformin + LPS (*n* = 4,5,4,5,4,5,4,5). **e** *Zeb1*^WT^ and *Zeb1*^∆M^ mice were injected i.p. with PBS or LPS, Metformin + LPS or LPS + LPS. IL6 serum levels were measured by ELISA 3 h after the last LPS injection. (*n* = 6,4,7,3,4,4,5,4 mice). **f** Intracellular IL6 was assessed by FACS in F4/80+ peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ subjected to the indicated treatments. A representative plot of at least three independent experiments. **g** Quantification of IL6^+^ macrophages in (**f**) (*n* = 7,5,2,2,8,7,8,8,5,4). **h** Cytokine/chemokine production was assessed in the supernatant of peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice subjected to the indicated treatments. *n* = 4 with a pool of two mice per sample. **i** GSEA plots for negative regulation of inflammatory response signature comparing LPS versus Metformin + LPS in *Zeb1*^WT^ or *Zeb1*^∆M^ macrophages or Metformin + LPS in *Zeb1*^WT^ versus *Zeb1*^∆M^ macrophages. **j** Venn diagram and gene ontology Cytoscape analysis on the effect of Metformin (MET) in the gene signature of LPS (MET + LPS versus LPS) for each genotype. Specific Metformin signatures for *Zeb1*^WT^ (blue) *Zeb1*^∆M^ (orange) or shared signatures (green). Each node shows selected DEGs associated with its own GO cluster. Graph bars in Fig. 3 represent mean values +/− SEM with two-tailed unpaired Mann–Whitney test. *p* ≤ 0.001 (***), *p* ≤ 0.01 (**) or *p* ≤ 0.05 (*) levels, or non-significant (ns) for values of *p* > 0.05. Numerical values had been added for 0.05 < *p* < 0.075. Raw data along *p* values for statistical analyses are included in the Source Data file.

Metformin reduces the oxygen consumption rate (OCR) of macrophages treated with LPS^21^. To determine whether ZEB1 modulates the effect of Metformin on the overall metabolic profile of macrophages during inflammation and immunosuppression, *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages were subjected to the protocols in Fig. 3a and assessed for their OCR by Seahorse cell metabolic flux analysis (Fig. 3b, c). We found that the pre-treatment of *Zeb1*^WT^ macrophages with Metformin prior to LPS resulted in a reduction in basal OCR and Spare respiratory capacity to levels comparable to those found in macrophages treated with LPS + LPS. Additionally, Metformin did not alter OCR in *Zeb1*^∆M^ macrophages, suggesting that the metabolic effects of Metformin on OCR require the presence of ZEB1.

To test whether the anti-inflammatory effects of Metformin also depended on ZEB1, peritoneal macrophages from Z*eb1*^WT^ and *Zeb1*^∆M^ mice were subjected to the experimental conditions in Fig. 3a, and their inflammatory status was assessed by their *Il6* expression. As expected, Metformin alone had no effect on *Il6* mRNA levels of Z*eb1*^WT^ and *Zeb1*^∆M^ macrophages (Fig. 3d). However, pre-treatment with Metformin reduced the induction of *Il6* by LPS in *Zeb1*^WT^ macrophages but had no effect in LPS-treated *Zeb1*^∆M^ macrophages (Fig. 3d). Furthermore, the effect of Metformin on the systemic inflammatory status in mice of both genotypes was evaluated by measuring their serum levels of IL6. Consistent with the findings in the septic shock model, *Zeb1*^WT^ mice exhibited higher levels of IL6 in response to LPS compared to *Zeb1*^∆M^ mice (Fig. 3e). Remarkably, Metformin effectively inhibited the LPS-induced upregulation of IL6 in *Zeb1*^WT^ mice, while no significant effect was observed in *Zeb1*^∆M^ mice (Fig. 3e). Similar results were observed in the analysis of IL6 intracellular staining by FACS in macrophages of both genotypes (Fig. 3f, g).

To gain a comprehensive understanding of the inflammatory response of *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages, we evaluated the protein levels of a panel of inflammatory markers using a quantitative bead-based cytokine/chemokine multiplex array, which was analyzed by FACS (Fig. 3h). As expected, Metformin alone did not have any effect on macrophages from either genotype. Under the LPS condition, *Zeb1*^∆M^ macrophages exhibited reduced levels of IL1β, IL6, TNFα, and CXCL1 compared to LPS-treated *Zeb1*^WT^ macrophages. Interestingly, the pretreatment with Metformin brought the expression levels of these inflammatory markers in *Zeb1*^∆M^ macrophages to a similar level as that of *Zeb1*^WT^ macrophages (Fig. 3h). In contrast, under the LPS + LPS condition, *Zeb1*^∆M^ macrophages exhibited higher levels of IL6 and CXCL1, whereas no detectable levels of IL1β or TNFα were produced by macrophages of either genotype (Fig. 3h). These findings suggest that the anti-inflammatory effects of Metformin in macrophages are dependent on and, at least partially, mediated by ZEB1.

Comparing our RNAseq data with a published RNAseq (GSE98731) of Metformin-regulated genes in alveolar macrophages during an inflammatory response to air pollution in wild-type mice^22^, we found that like the alveolar macrophages in the aforementioned study, our *Zeb1*^WT^ peritoneal macrophages, in contrast to *Zeb1*^∆M^ peritoneal macrophages, exhibited enrichment of Metformin-induced genes during LPS-induced immunosuppression (Supplementary Fig. S3E). This led us to explore by RNAseq the gene signature regulated by Metformin in vivo in peritoneal macrophages isolated from *Zeb1*^WT^ and *Zeb1*^∆M^ mice that had been pre-treated with Metformin before the administration of LPS. 

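*Zeb1* rose with Metformin in both genotypes, to 12.3 ± 0.348 CPM in *Zeb1* WT and 4.22 ± 0.445 in *Zeb1* ∆M Metformin + LPS macrophages (n = 3 each). Against LPS the log2 changes were 0.89 (standard error 0.32, adjusted p = 0.048) and 0.95 (SE 0.34, adjusted p = 0.044, edgeR quasi-likelihood, Benjamini-Hochberg). Between genotypes in Metformin + LPS the change was -1.54 (SE 0.33, adjusted p = 0.0079) by edgeR. With TMM factors over all 18 libraries the Metformin + LPS libraries held 12.6, 12.9 and 12.3 in *Zeb1* WT and 4.21, 4.79 and 3.92 in *Zeb1* ∆M. The rise was not called in any of 6 fits with 1 library left out for *Zeb1* WT (adjusted p from 0.079 to 0.12), or in 5 of 6 for *Zeb1* ∆M (0.054 to 0.2). Neither was it called with all 3 *Zeb1* WT LPS + LPS samples in the fit (0.062 and 0.057) or with no count filter (0.11 and 0.092), and for *Zeb1* ∆M with only these groups in the fit (0.086).

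Against LPS, Metformin + LPS gave 1798 higher and 1735 lower genes in *Zeb1* WT and 1785 and 1922 in *Zeb1* ∆M (edgeR adjusted p under 0.05). Between genotypes in Metformin + LPS, 224 genes were higher and 683 lower in *Zeb1* ∆M, and DESeq2 called 358 and 1050. That total of 907 became 534 and 537 without replicates 1 and 3 of *Zeb1* WT Metformin + LPS, and 391 and 467 without replicates 1 and 2 of *Zeb1* ∆M Metformin + LPS.

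The Metformin + LPS libraries form a series of their own and differed from the rest in composition. Protein-coding genes took 84.3 to 93.9 percent of their counts (96.1 to 98.4 in the others), mitochondrial rRNA 0.384 to 1.09 percent (0.0214 to 0.107) and CT010467.1 2.06 to 6.73 percent (0.142 to 1.26). TMM factors were 0.445 to 0.708 in *Zeb1* WT and 0.843 to 0.879 in *Zeb1* ∆M Metformin + LPS, against 0.867 to 1.06 in LPS. The Metformin + LPS against LPS values below carry this difference between series with that of Metformin.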

Metformin differentially induced a “negative regulation of the inflammatory response” signature in *Zeb1*^WT^ macrophages relative to *Zeb1*^∆M^ macrophages (Fig. 3i). 

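*Il1rn*, the interleukin 1 receptor antagonist, and *Il1r2*, the decoy receptor, were lower in *Zeb1* ∆M than in *Zeb1* WT macrophages in Metformin + LPS (n = 3 each). The log2 changes were -1.81 (standard error 0.30, adjusted p = 0.0018) and -3.20 (SE 0.53, adjusted p = 0.0025, edgeR quasi-likelihood, Benjamini-Hochberg). *Adora2b*, an adenosine receptor, and *Siglece*, an inhibitory sialic acid receptor, changed by -1.06 (SE 0.20, 0.0044) and -1.06 (SE 0.21, 0.0051), by edgeR. Of 37 negative regulators of inflammation, 10 were lower in *Zeb1* ∆M (14 over the list alone), with a median of -0.36 (camera adjusted p = 4.0e-05, but adjusted p = 0.1 with an estimated correlation; fry adjusted p = 0.0044). Metformin against LPS moved the list both ways in *Zeb1* WT, with 7 higher and 3 lower (7 and 3 over the list alone, median 0.18, camera adjusted p = 0.14). In *Zeb1* ∆M, 9 were higher and 7 lower (9 and 8 over the list alone, median 0.13, camera adjusted p = 0.4). *Gpx1*, a glutathione peroxidase, rose in both (2.90 and 2.08, SE 0.29 in *Zeb1* WT, edgeR adjusted p = 3.4e-06 and 5.7e-05). So did the efferocytosis receptor *Mertk* (1.15 and 1.74, adjusted p = 3.5e-04 and 1.6e-05), whereas the heme oxygenase gene *Hmox1* fell (-2.23 and -1.39, adjusted p = 3.4e-05 and 0.0016). *Adora2b* rose in *Zeb1* WT, 1.30 (SE 0.20, 1.7e-04), and was -0.21 (adjusted p = 0.46) in *Zeb1* ∆M, with an edgeR interaction of -1.52 (SE 0.28, 0.026).

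Neutrophil markers that the paper does not name were lower in *Zeb1* ∆M Metformin + LPS too, with 7 of 21 called (11 lower and 1 higher over the list alone). Their median was -2.07, or -0.83 with genes at 0 counts in a group set to their floor (camera adjusted p = 1.7e-07, but adjusted p = 0.079 with an estimated correlation). They fell with *Retnlg*, -5.70 (SE 0.64, 2.4e-04), and the neutrophil collagenase gene *Mmp8*, -6.47 (SE 1.22, 0.0062), and *S100a8* was -2.80 (SE 0.50, 0.0035). Eosinophil markers had a median of -3.54, or -3.21 with such genes at their floor, with 3 of 6 lower (5 over the list alone, camera adjusted p = 9.5e-07, but adjusted p = 0.062 with an estimated correlation). For mast cell and basophil markers it was -2.78, with 1 of 7 lower (5 over the list alone, camera adjusted p = 4.3e-04, but adjusted p = 0.079 with an estimated correlation). With 1 library left out, 2 or 3 eosinophil markers were lower, and the mast cell list had 0 without replicate 1 of *Zeb1* ∆M Metformin + LPS. B cell markers had a median of -2.16, with 6 of 12 lower (10 over the list alone, camera adjusted p = 2.1e-13, and 0.038 with an estimated correlation). Monocyte markers had a median of -1.46, with 6 of 13 lower and 1 higher (9 and 2 over the list alone, camera adjusted p = 9.5e-07, and 0.038 with an estimated correlation). Among them were *Ccr2* -1.74 (SE 0.37, 0.0084) and *Plac8* -2.2 (SE 0.35, 0.0012). With 1 library left out, 4 to 6 monocyte markers were lower. A higher one was then called only without replicate 2 of *Zeb1* ∆M Metformin + LPS. In the list of negative regulators the interaction called 1 gene lower (4 lower and 2 higher over the list alone, camera adjusted p = 0.58, and 0.97 with an estimated correlation). Its members lower in *Zeb1* ∆M numbered 6 without replicate 3 of *Zeb1* WT or replicate 2 of *Zeb1* ∆M Metformin + LPS and 4 without replicate 1 of *Zeb1* ∆M Metformin + LPS. In *Zeb1* WT the camera adjusted p against LPS was 0.032 without replicate 1 of Metformin + LPS. The *Adora2b* interaction was lost in 4 of 12 fits with 1 library left out (adjusted p from 0.051 to 0.086), those without replicate 2 of *Zeb1* WT LPS, replicate 3 of *Zeb1* ∆M LPS and replicates 1 and 2 of *Zeb1* ∆M Metformin + LPS. Lower neutrophil markers numbered 3 without replicate 1 of *Zeb1* WT or replicates 1 or 2 of *Zeb1* ∆M Metformin + LPS and 4 without replicate 2 of *Zeb1* WT Metformin + LPS.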

Of all the DEGs between the conditions LPS and Metformin + LPS, Metformin regulated 2,034 genes in the same direction in Z*eb1*^WT^ and *Zeb1*^∆M^ macrophages. However, 1,628 and 1,668 genes were specifically regulated by Metformin in Z*eb1*^WT^ and *Zeb1*^∆M^ macrophages. 

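Metformin moved 1947 genes the same way in both genotypes by edgeR (Benjamini-Hochberg, adjusted p under 0.05, n = 3 per group), 1012 up and 935 down, where chance overlap gives 230 and 239. Another 20 genes went opposite ways. Only *Zeb1* WT passed for 1566 genes (777 up, 789 down) and only *Zeb1* ∆M for 1740 (762 up, 978 down). The sign in the other genotype was the same for 84.4 percent of the first and 83.4 percent of the second. An interaction was called for 25 of the 1566, 20 of the 1740 and 5 of the 1947 shared genes. Over all genes 66 interactions passed, 35 up and 31 down, against 1988 at an unadjusted p under 0.05, 162 up and 218 down by DESeq2 and 215 up and 424 down with no count filter. Among them, *S1pr1*, a sphingosine receptor, was at 3.21 (SE 0.42, adjusted p = 0.0017). *Procr*, the protein C receptor, was at 2.62 (SE 0.32, adjusted p = 0.0017), and *Crem*, a cAMP response factor, at 2.32 (SE 0.30, adjusted p = 0.0017), by edgeR. With all 3 *Zeb1* WT LPS + LPS samples in the fit the counts were 1821, 1543 and 1666, and 27 interactions passed.

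The 1566 became 985 and 1036 without replicates 1 and 3 of *Zeb1* WT Metformin + LPS, and the 1740 became 1029 and 1034 without replicates 1 and 2 of *Zeb1* ∆M Metformin + LPS. Interactions numbered 35, 16 and 209 without replicates 1, 2 and 3 of *Zeb1* WT LPS, and 36 and 24 without replicates 2 and 3 of *Zeb1* ∆M LPS. The near-even balance of up and down did not hold there: the 16 were 14 up and 2 down, and the 209 were 44 up and 165 down. Interactions then numbered 24, 108 and 29 without replicates 1, 2 and 3 of *Zeb1* WT Metformin + LPS, and 3 and 24 without replicates 1 and 2 of *Zeb1* ∆M Metformin + LPS.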

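*Timp1*, a metalloproteinase inhibitor gene, stood at 112 ± 5.8 CPM in *Zeb1* WT LPS and 614 ± 444 in *Zeb1* WT Metformin + LPS (442, 282 and 1120, n = 3). The log2 fold change was 2.45 (standard error 0.38, adjusted p = 1.9e-04, edgeR quasi-likelihood, Benjamini-Hochberg), against 0.16 (SE 0.36, adjusted p = 0.78) in *Zeb1* ∆M. *Tspo*, an outer mitochondrial membrane protein gene, rose by 1.24 (SE 0.25, 0.0015) in *Zeb1* WT and was 0.24 (SE 0.25, 0.52) in *Zeb1* ∆M, with edgeR adjusted p after the SE. The mannose receptor gene *Mrc1* rose by 1.24 (SE 0.30, 0.0049) and was -0.03 (SE 0.29, 0.96). Mitochondrial superoxide dismutase *Sod2* rose by 0.80 (SE 0.26, 0.032) and was -0.39 (SE 0.26, 0.29). The edgeR interactions were -2.29 (SE 0.51, 0.055) for *Timp1*, -1.01 (SE 0.35, 0.2) for *Tspo*, -1.27 (SE 0.41, 0.18) for *Mrc1* and -1.19 (SE 0.37, 0.16) for *Sod2*. *Acod1* (ENSMUSG00000022126.6), which makes itaconate, rose in both genotypes, by 1.45 (SE 0.27, 7.4e-04) and 1.19 (SE 0.27, 0.0033), with an edgeR interaction of -0.26 (adjusted p = 0.82). *Il4* had 0.995 ± 0.587 CPM in *Zeb1* WT Metformin + LPS, an edgeR value of -1.74 (SE 0.83, 0.13). It had no counts in *Zeb1* ∆M Metformin + LPS, at least 41.3-fold lower than in *Zeb1* ∆M LPS (edgeR adjusted p = 0.0011; interaction adjusted p = 0.15). The tight junction gene *Cldn1* was at -1.84 (SE 0.71, 0.065) in *Zeb1* WT and -2.45 (SE 1.02, 0.077) in *Zeb1* ∆M, with an edgeR interaction of -0.61 (adjusted p = 0.88).

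Between genotypes in Metformin + LPS, edgeR gave -2.81 (SE 0.38, 4.7e-04) for *Timp1*, -1.25 (SE 0.25, 0.0061) for *Tspo*, and -1.51 (SE 0.30, 0.0056) for *Mrc1*. For *Sod2* it gave -1.17 (SE 0.27, 0.012) and for *Acod1* -0.87 (SE 0.26, 0.056). *Il4* was at least 18.1-fold lower in *Zeb1* ∆M (adjusted p = 0.012). Mast cell and basophil markers stood lower there too, at mean log2 levels of 3.46, 3.39 and 3.18 in the *Zeb1* WT and 0.99, 1.67 and 0.76 in the *Zeb1* ∆M Metformin + LPS libraries. The *Timp1* interaction was -2.64 (adjusted p = 0.0084) without replicate 2 of *Zeb1* WT Metformin + LPS and called by DESeq2 (0.002), with no count filter (3.6e-10) and with length and GC trends removed (0.048). That of *Il4* was called by DESeq2 (0.025) and with no count filter (7.4e-04). The *Sod2* interaction passed in DESeq2 (0.046) and with no count filter (0.027), as did that of *Mrc1* with no count filter (0.0058). *Sod2* in *Zeb1* WT was 0.48 to 0.85 (adjusted p from 0.051 to 0.15) without replicates 1 or 3 of LPS or 1 or 3 of Metformin + LPS, and 0.11 was its adjusted p with only these groups. The *Il4* value in *Zeb1* WT passed with only these groups (0.03) and with no count filter (0.039). The *Cldn1* value passed in both genotypes in DESeq2 (0.036 and 0.024) and with no count filter (0.0014 and 0.003). It passed in *Zeb1* WT also with only these groups (0.03), with the trends removed (0.037) and without replicate 2 of LPS (-2.25, 0.033). In *Zeb1* ∆M it passed without replicate 3 of Metformin + LPS (adjusted p = 0.011). That replicate was the only library of its group with counts of *Cldn1*, so no fold change is given for this fit. Between genotypes, *Sod2* was lost without replicates 1 or 2 of *Zeb1* ∆M Metformin + LPS (adjusted p from 0.07 to 0.076) and with only these groups (0.085). *Acod1* passed without replicate 2 of *Zeb1* WT Metformin + LPS (-1.03, 0.024), in DESeq2 (0.0054), with no count filter (0.014) and with the trends removed (0.046).

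**Figure D3:**
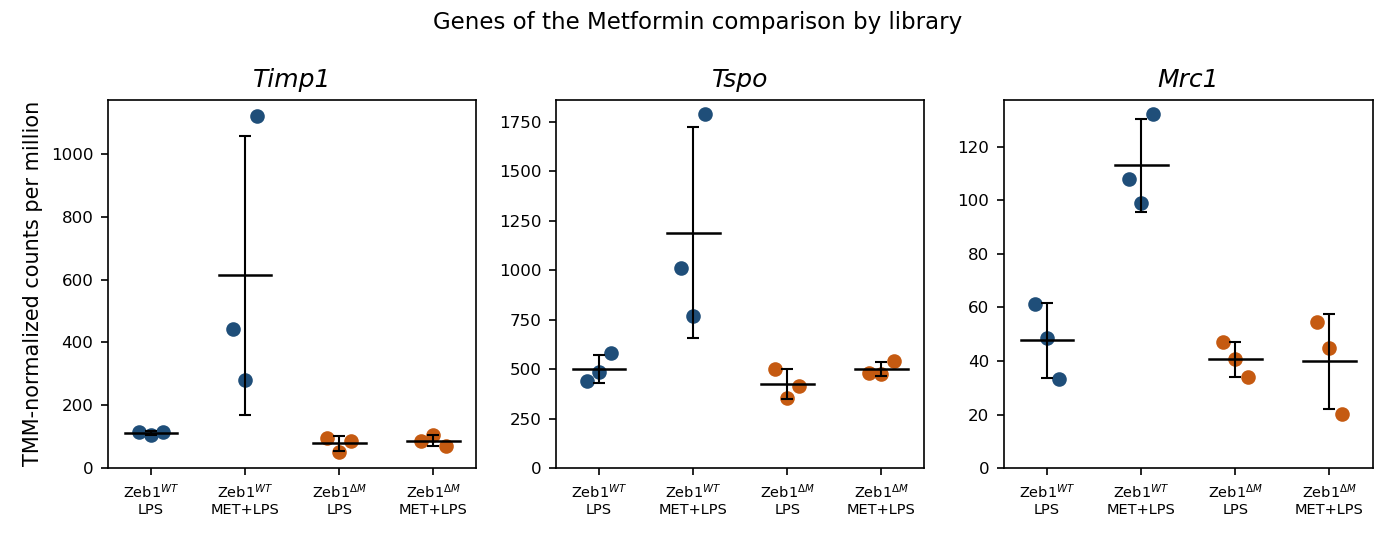
Levels of *Timp1*, *Tspo* and *Mrc1* in TMM-normalized CPM in the LPS and Metformin + LPS groups of both genotypes; points are libraries, and the line and bar are the mean and standard deviation.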

Interestingly, within gene signature specific for *Zeb1*^WT^ macrophages, Metformin increased genes associated with an anti-inflammatory response (e.g., *Arg1, Mrc1, Il4*) and gene annotations related to the induction of tolerance (e.g., *Acod1*), positive regulation of mitochondrial depolarization (e.g., *Tspo*), wound healing, metalloproteinase activity (e.g. *Timp1, Cldn1*), reactive oxygen species (ROS) metabolic processes (e.g., *Sod2*). In turn, in the specific signature of *Zeb1*^∆M^ macrophages, Metformin-regulated genes were associated with a signature of maturation of SSU-rRNA (e.g., *Wdr3*) (Fig. 3j). These analyses suggested that dependence on ZEB1 for Metformin’s anti-inflammatory effects is at least in part due to the regulation of mitochondrial function.

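*Wdr3*, a component of the small-subunit processome that matures 18S rRNA, fell by 0.77 on the log2 scale with Metformin in *Zeb1* WT (SE 0.21, edgeR adjusted p = 0.013, Benjamini-Hochberg, n = 3 per group). In *Zeb1* ∆M the value was -0.45 (SE 0.21, adjusted p = 0.12), and the edgeR interaction was 0.32 (SE 0.30, adjusted p = 0.69). *Nop56*, a box C/D snoRNP protein gene, fell in both genotypes, -1.91 (SE 0.23, 2.3e-05) and -1.17 (SE 0.23, 0.0012), as did *Nop14* in *Zeb1* WT, -1.63 (SE 0.22, 5.2e-05), and *Wdr46* in *Zeb1* ∆M, -1.25 (SE 0.22, 5.8e-04), by edgeR. Of 40 processome genes, 21 were lower in *Zeb1* WT (26 over the list alone, median -0.60, camera adjusted p = 6.7e-09, but adjusted p = 0.14 with an estimated correlation). In *Zeb1* ∆M, 13 were lower (13 over the list alone, median -0.34, camera adjusted p = 0.0029, but adjusted p = 0.44 with an estimated correlation). The interaction had a median of 0.34 (camera adjusted p = 0.0026, but adjusted p = 0.72 with an estimated correlation; fry 0.21). None of the 40 genes passed by edgeR or DESeq2, 5 higher and 1 lower at an unadjusted p under 0.05. *Wdr3* was not called in *Zeb1* WT without replicates 1 or 3 of Metformin + LPS (-0.69 to -0.58, adjusted p from 0.054 to 0.082). Lower genes in *Zeb1* ∆M numbered 8 without replicate 3 of LPS or replicate 1 of Metformin + LPS and 7 without replicate 2 of Metformin + LPS. The interaction's camera adjusted p was 0.11 without replicate 3 of *Zeb1* WT Metformin + LPS.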

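*Mrc1*, *Acod1*, *Tspo*, *Timp1* and *Sod2* rose with Metformin in *Zeb1* WT by edgeR, *Acod1* also in *Zeb1* ∆M, and edgeR called no interaction of these 5 with 17 libraries, while other settings called those of *Timp1*, *Sod2* and *Mrc1*. The haptoglobin gene *Hp* had one, of -2.36 (SE 0.37, adjusted p = 0.014) on the log2 scale, and *Hk2* one of 1.44 (SE 0.25, adjusted p = 0.016, edgeR quasi-likelihood, Benjamini-Hochberg). The paper proposes that the need for ZEB1 in the anti-inflammatory effects of Metformin lies at least in part in the control of mitochondrial function. *Hp* was -2.19 (adjusted p = 0.057) without replicate 1 of *Zeb1* ∆M Metformin + LPS, and *Hk2* was lost without replicate 2 of *Zeb1* WT LPS or replicate 1 of *Zeb1* ∆M Metformin + LPS (adjusted p from 0.055 to 0.065).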

### ZEB1 mediates the immunosuppression-mimicking effect of Metformin by reducing mitochondrial content and ROS levels

The late stages of an acute systemic inflammatory response are characterized by the apoptosis of the majority of immune cells, which contributes to the subsequent immunosuppression stage^43^. The accumulation of ROS and oxidative stress trigger apoptosis, while autophagy serves as an adaptive mechanism to counteract oxidative stress to overcome apoptosis.

At the end of the LPS protocol, *Zeb1*^∆M^ mice exhibited a decreased macrophage count compared to *Zeb1*^WT^ mice (Supplementary Fig. S4A). *Zeb1*^∆M^ macrophages exhibited higher levels of apoptosis during acute inflammation as assessed by Annexin V (Supplementary Fig. S4B) and a lower expression of anti-apoptotic genes (e.g., *Bcl2* and *Mcl1*) (Supplementary Fig. S4C).

During acute inflammation, there is a reduction in ATP generation from mitochondria, leading to an increase in the membrane potential (ΔΨm), which is necessary for the generation of ROS^9^. In response to LPS, *Zeb1*^WT^ macrophages exhibited lower ATP levels compared to *Zeb1*^∆M^ macrophages (Supplementary Fig. S4D). In contrast, pre-treatment with Metformin or exposure to LPS + LPS resulted in the opposite effect. In macrophages from *Zeb1*^WT^ mice, treatment with Metformin + LPS or LPS + LPS resulted in the upregulation of an antioxidant signature—as many of the genes in the GSEA annotation “superoxide metabolic process”—compared to *Zeb1*^WT^ mice treated with LPS alone. This signature was also upregulated in *Zeb1*^WT^ mice treated with Metformin + LPS or LPS + LPS compared to *Zeb1*^∆M^ mice with the same treatments.

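*Gstp1*, a glutathione transferase gene, rose in *Zeb1* WT with Metformin by 2.17 (standard error 0.20, adjusted p = 2.1e-06) on the log2 scale (n = 3 per group, edgeR quasi-likelihood, Benjamini-Hochberg). With a previous LPS dose (n = 2) it rose by 1.11 (SE 0.21, adjusted p = 4.0e-04), by edgeR. *Prdx2*, a peroxiredoxin gene, rose with Metformin by 1.45 (SE 0.17, adjusted p = 1.5e-05). *Ncf4*, a subunit of the NADPH oxidase that makes superoxide, rose with LPS + LPS by 2.23 (SE 0.19, adjusted p = 5.6e-08), while the oxidase core gene *Cybb* fell, -1.37 (SE 0.26, adjusted p = 4.1e-04), and *Sod2* was -0.49 (SE 0.30, adjusted p = 0.22), by edgeR. Of 18 measured superoxide metabolism genes, Metformin raised 9 in *Zeb1* WT (11 over the list alone), 16 were above 0 and the median was 0.78 (camera adjusted p = 2.1e-05, but adjusted p = 0.14 with an estimated correlation). LPS + LPS raised 6 and lowered 3 (8 and 3 over the list alone), with a median of 0.70 (camera adjusted p = 0.11; fry adjusted p = 0.0075). Between these LPS and LPS + LPS libraries, large peritoneal macrophage markers fell from mean log2 levels of 8.67, 9.03 and 8.76 to 6.02 and 6.31. Monocyte markers rose from 5.04, 4.59 and 4.79 to 6.01 and 5.74, and neutrophil markers from 3.70, 2.83 and 3.71 to 5.53 and 5.31. In the *Zeb1* WT Metformin + LPS libraries, monocyte markers stood at 6.03, 5.96 and 6.56 and neutrophil markers at 1.95, 2.04 and 1.45. Large peritoneal macrophage markers stood at 9.17, 8.92 and 9.23 there. Whether such shifts bear on the list was not tested. In *Zeb1* ∆M, Metformin raised 3 (3 over the list alone, median 0.31, camera adjusted p = 0.077; fry adjusted p = 0.013), with *Gstp1* at 1.46 (SE 0.19, 5.3e-05) and *Prdx2* at 1.28 (edgeR adjusted p = 5.4e-05). There LPS + LPS raised 7 and lowered 2 (7 and 3; median 0.23, camera adjusted p = 0.38). The interaction with Metformin had a median of -0.68 (camera adjusted p = 0.0083, but adjusted p = 0.5 with an estimated correlation; fry 0.081). None of the 18 passed by edgeR, 5 lower at an unadjusted p under 0.05 and 1 lower by DESeq2. The list holds genes that make superoxide as well as genes that remove it. In *Zeb1* WT, 1 gene was lower in LPS + LPS without replicate 3 of LPS + LPS, and with no count filter that list had a camera adjusted p = 0.047. In *Zeb1* ∆M, higher genes numbered 5 with Metformin without replicate 1 of LPS (camera adjusted p = 0.049 with length and GC trends removed) and 4 in LPS + LPS without replicate 3 of LPS or replicate 1 of LPS + LPS. The interaction had a camera adjusted p = 0.11 without replicate 3 of *Zeb1* WT Metformin + LPS.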

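Between genotypes in Metformin + LPS, *Gstp1* changed by -0.88 (standard error 0.19, adjusted p = 0.0086) in *Zeb1* ∆M against *Zeb1* WT on the log2 scale (n = 3 each, edgeR quasi-likelihood, Benjamini-Hochberg). Of 18 superoxide metabolism genes, 5 were lower there (7 over the list alone) and 17 were below 0, with a median of -0.61 (camera adjusted p = 2.5e-04, but adjusted p = 0.1 with an estimated correlation). In LPS + LPS, *Sod2* was -0.16 (SE 0.29, adjusted p = 0.87) and *Ncf4* -0.49 (SE 0.19, adjusted p = 0.18) by edgeR, and 14 of the 18 genes were below 0, with a median of -0.20 (camera adjusted p = 0.1). By edgeR none of them was called in LPS + LPS, alone or over the list, against 2 lower at an unadjusted p under 0.05 and none by DESeq2. With all 3 *Zeb1* WT LPS + LPS samples the camera adjusted p was 0.034, with no count filter 0.044, and without replicate 1 of *Zeb1* ∆M LPS + LPS 0.049. Lower genes in Metformin + LPS numbered 2 without replicate 3 of *Zeb1* WT Metformin + LPS and 1 without replicates 1 or 2 of *Zeb1* ∆M Metformin + LPS.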

In order to assess the in vivo antioxidant effect of pre-treatment with a previous dose of LPS, we measured ROS production using the luminescence probe L-012 (8-amino-5-chloro-7-phenyl-pyrido[3,4-d]pyridazine-1,4(2H,3H)dione). It was found that *Zeb1*^WT^ mice exhibited higher levels of ROS compared to *Zeb1*^∆M^ mice during treatment with LPS, but not during LPS + LPS (Supplementary Fig. S4E). Furthermore, we also evaluated ROS production, mitochondrial content, and ΔΨm of macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice during LPS and LPS + LPS using staining with 6-carboxy-2’,7’-dichlorodihydrofluorescein diacetate (CH_2_-DCFDA), MTG, and tetramethylrhodamine methyl ester perchlorate (TMRM), respectively. In line with the transcriptomic analysis shown in Fig. 4a, in LPS, pre-treatment with Metformin or a first sublethal dose of LPS resulted in reduced ROS production, mitochondrial content, and ΔΨm in Z*eb1*^WT^ macrophages (Fig. 4b–d). These effects were not observed in *Zeb1*^∆M^ macrophages under the same treatment. Additionally, Metformin pre-treatment decreased TMRM and CH_2_-DCFDA staining in human macrophages treated with LPS (Supplementary Fig. S4F and S4G). Similar reductions in MTG and TMRM staining were observed in CD14^+^ PBMCs from septic patients at 72 h compared to baseline levels at 0 h (Fig. 4e).

**Fig. 4:**
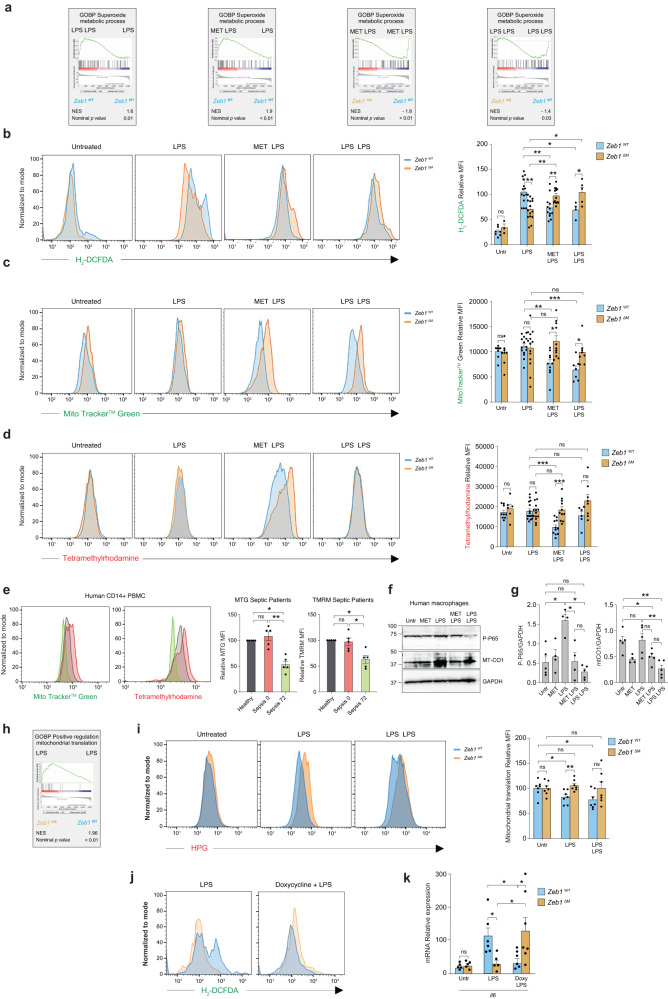
ZEB1 mediates Metformin’s immunosuppression-mimicking effect by reducing mitochondrial content and ROS levels. **a** GSEA plots for “Superoxide metabolic process” signature comparing macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice subjected to the indicated treatments. **b** *Zeb1*^WT^ and *Zeb1*^∆M^ mice were injected i.p. with PBS, LPS, Metformin + LPS, or LPS + LPS and ROS production was assessed by FACS for CH_2_-DCFDA staining in F4/80+ cells. A representative plot of 6–15 mice per genotype and condition in four independent experiments. CH_2_-DCFDA MFI in macrophages (*n* = 7,3,13,15,12,13,4,5 mice). **c** As in (**b**), macrophages were assessed for MTG staining (*n* = 7,7,13,13,9,10,6,7 mice). **d** As in (**b**), macrophages were assessed for TMRM (*n* = 9,6,15,14,11,11,6,8 mice). **e** At the indicated time, human CD14^+^ PBMCs from a healthy donor and septic patients were assessed for MTG and TMRM staining. Representative FACS plots (*n* = 5 individuals per condition) and MFI quantification. **f** A representative blot of at least four independent experiments to assess MT-CO1 and P-p65 in human macrophages treated as indicated. **g** Quantification of MT-CO1 (*n* = 5,4,5,5,5) and P-P65 expression relative to GAPDH (*n* = 5,4,4,4,5) in all experiments for (**f**). **h** GSEA plot for “Positive regulation of mitochondrial translation” annotation comparing macrophages from LPS-treated *Zeb1*^WT^ and *Zeb1*^∆M^ mice. **i** Mitochondrial translation in macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice either untreated or treated with LPS or LPS + LPS was assessed by FACS for L-HPG with Alexa Fluor® 647 picolyl azide. Representative plots of *n* = 7 independent experiments. Quantification analysis of all experiments. **j** CH_2_-DCFDA staining of macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated with LPS or doxycycline + LPS. The FACS plots shown are representative of a total of 4–5 mice per genotype and condition assessed in two independent experiments. **k** *Il6* mRNA in macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice either untreated or treated with LPS or doxycycline + LPS. Average of 5–6 mice for each genotype assessed in two independent experiments (*n* = 4,5,5,5,6,7). Graph bars in Fig. 4 represent mean values +/− SEM with two-tailed unpaired Mann–Whitney test. *p* ≤ 0.001 (***), *p* ≤ 0.01 (**) or *p* ≤ 0.05 (*) levels, or non-significant (ns) for values of *p* > 0.05. Raw data along *p* values for statistical analyses are included in the Source Data file.

Based on the above results, we can draw three main conclusions. Firstly, *Zeb1*^WT^ macrophages under acute inflammation exhibited higher ROS production compared to *Zeb1*^∆M^ macrophages. Secondly, *Zeb1*^∆M^ macrophages under immunosuppression showed higher mitochondrial content, ΔΨm, and ROS production compared to *Zeb1*^WT^ macrophages. Lastly, Metformin pre-treatment reduced mitochondrial content, ΔΨm, and ROS levels in *Zeb1*^WT^ macrophages, while no such reduction was observed in *Zeb1*^∆M^ macrophages.

### ZEB1 inhibits mitochondrial protein translation in inflammatory macrophages

Metformin pre-treatment resulted in a reduction of phosphorylated p65 (P-p65) and MT-CO1 protein expression in inflammatory human macrophages (LPS) to levels comparable to those found in immunosuppressed human macrophages (LPS + LPS) (Fig. 4f, g, and Supplementary Fig. S4H). Analysis of our RNAseq data showed that *Zeb1*^∆M^ macrophages treated with LPS had higher expression of a signature related to “positive regulation of mitochondrial translation” compared to *Zeb1*^WT^ macrophages (Fig. 4h). 

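*Mrps27*, a mitochondrial ribosomal protein gene, had a log2 fold change of 0.61 (standard error 0.23, adjusted p = 0.22) between *Zeb1* ∆M and *Zeb1* WT macrophages in LPS (n = 3 each, edgeR quasi-likelihood, Benjamini-Hochberg). *Ngrn*, a mitochondrial ribosome assembly factor, had 0.83 (SE 0.35, adjusted p = 0.28). Of 15 positive regulators of mitochondrial translation, 13 stood above 0 in *Zeb1* ∆M, with a median of 0.28 (camera adjusted p = 0.014, but adjusted p = 0.3 with an estimated correlation; fry adjusted p = 0.058). By edgeR none of the 15 passed, alone or over the list, against 2 higher at an unadjusted p under 0.05, and DESeq2 called none. The camera adjusted p was 0.17 without replicate 3 of *Zeb1* WT LPS and 0.0012 without replicate 2 of *Zeb1* ∆M LPS.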

To explore the potential involvement of ZEB1 in mitochondrial translation in macrophages under LPS treatment, we examined the incorporation and tracing of L-homopropargylglycine (HPG), an analogue of methionine that enables the quantification of newly synthesized proteins. We used emetine to specifically inhibit cytosolic translation and doxycycline to inhibit mitochondrial translation^44,45^.

As expected, the combination of doxycycline and emetine more effectively reduced the incorporation of HPG (as a measure of new protein synthesis) in *Zeb1*^WT^ macrophages compared to emetine alone (Supplementary Fig. S4I). While there was no difference in mitochondrial protein synthesis between *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages under basal conditions, treatment of mice from both genotypes with LPS or LPS + LPS resulted in higher mitochondrial translation in *Zeb1*^∆M^ macrophages compared to *Zeb1*^WT^ macrophages (Fig. 4i). These findings suggest that ZEB1 modulates the macrophage response during acute inflammation and immunosuppression by influencing mitochondrial translation.

Inhibition of mitochondrial mRNA translation by tetracyclines reduces in vitro LPS-induced macrophage upregulation of inflammatory cytokines and ameliorates lung and liver damage in endotoxin-induced systemic inflammation^11^. We found here that doxycycline inhibition of ROS production and *Il6* expression in inflammatory macrophages treated is also dependent on ZEB1 expression; in contrast to Z*eb1*^WT^ macrophages, pre-treatment with doxycycline did not have an effect in LPS-treated *Zeb1*^∆M^ macrophages (Fig. 4j, k, and Supplementary Fig. S4J). In human monocyte-derived macrophages, doxycycline exhibited a similar immunosuppressive effect as LPS + LPS, resulting in the reduction of MT-CO1 expression Supplementary Fig. S4K).

### Lactate and the inhibition of mitochondrial translation inhibit chronic inflammation in a psoriasis model

We questioned whether the role and mechanism of action of ZEB1 in the regulation of acute inflammation and immunosuppression are conserved in the context of chronic autoimmune inflammation. To that effect, we selected the psoriatic disease, an immune-mediated chronic inflammatory condition affecting not only the skin but also other tissues like joints, where myeloid cell metabolism plays a key pathogenic role^13,46^. While psoriasis is primarily characterized by erythematous and indurated skin plaques, it is considered a systemic inflammatory disease that is associated with increased levels of inflammatory markers in the serum, and about a third of patients will develop psoriatic arthritis (PsA)^47,48^.

We investigated whether elevated lactate levels or decreased mitochondrial translation can limit chronic inflammation, similar to their effects in acute inflammation. Topical application of imiquimod (IMQ), a TLR7/8 activator, on the ear of mice leads to the development of psoriasiform skin lesions and epidermal thickening (acanthosis), resembling milder forms of human psoriatic skin lesions^49,50^.

The ears of Z*eb1*^WT^ mice were left untreated or treated with imiquimod, with or without prior and concurrent systemic treatment of PBS, lactate, or doxycycline (Fig. 5a). Doxycycline and lactate exert their effects through different mechanisms. Doxycycline reduces inflammation by suppressing mitochondrial translation, while lactate exerts its effects by triggering anti-inflammatory and reparative responses^10,11^. We explored whether inhibition of mitochondrial translation by doxycycline has an anti-inflammatory effect not only in acute inflammation but also in chronic inflammation. Treatment with lactate and doxycycline in Z*eb1*^WT^ mice, improved psoriasiform lesions, resulting in reduced ear and epidermal thickening (Fig. 5b, c), and increased lactate production by their macrophages (Fig. 5d). Doxycycline increased ZEB1 expression while reducing MT-CO1 protein levels, whereas lactate had the opposite effects (Fig. 5e and Supplementary Fig. S5A and S5B). Additionally, compared to lactate, doxycycline exhibited greater effectiveness in reducing systemic inflammation, as evidenced by its effects on imiquimod-induced splenomegaly and ROS production (Supplementary Fig. S5C and S5D).

**Fig. 5:**
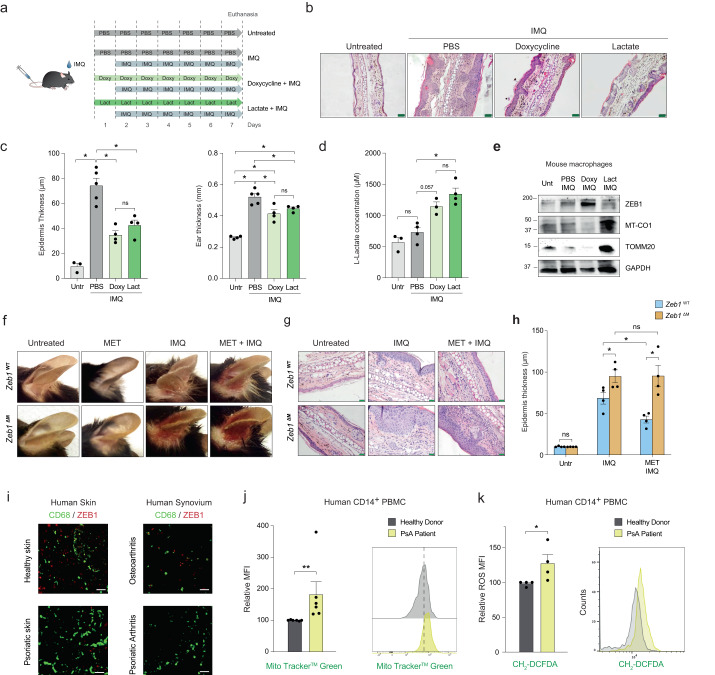
Metformin requires ZEB1 expression in macrophages for its anti-inflammatory effects in psoriatic disease lesions. **a** Schematic of the protocols used in the Imiquimod (IMQ) mouse model. Ten-to-twelve weeks age male mice treated with Imiquimod and either PBS, doxycycline, or lactate. **b** H&E staining of histological ear sections of mice either untreated and treated with Imiquimod, Lactate + Imiquimod, or Doxycycline + Imiquimod. Scale bar, 50 μm. **c** Quantification of the epidermal ear thickness assessed in four pictures from at least four mice per condition as in (**b**) (*n* = 3,5,4,4 mice for each condition). Quantification of the ear thickness of four mice per condition. **d** Lactate levels in the supernatant of peritoneal macrophages from wild-type mice left untreated or treated with PBS + Imiquimod, Doxycycline + Imiquimod, or Lactate + Imiquimod (*n* = 3,4,3,4). **e** Western blot for ZEB1, MT-CO1, TOMM20 and GAPDH in peritoneal wild-type macrophages treated as in (**b**). **f** Representative pictures from three independent experiments of *Zeb1*^WT^ and *Zeb1*^∆M^ mice after 7 days of treatment with PBS, Metformin, Imiquimod or Metformin + Imiquimod. **g** As in (**f**), but ear sections were counterstained for H&E. Scale bar: 50 μm. **h** As in (**f**), epidermal ear thickness in four mice per genotype and condition in three independent experiments was quantified by ImageJ. Four separate areas in two pictures were quantified for each mouse ear (*n* = 4). **I** CD68 and ZEB1 staining along with DAPI in the skin samples from healthy donors and psoriatic patients as well as synovial membrane samples from osteoarthritis and PsA patients. Representative captions of at least two independent experiments. Scale bar: 25 μm. **j** MFI quantification and representative FACS plots for MTG staining in CD14+ PBMCs from six PsA patients relative to the MTG’s MFI of six healthy controls (*n* = 6). **k** As in (**j**), but CH_2_-DCFDA staining in CD14^+^ PBMCs from four healthy donors and four PsA patients (*n* = 4). Graph bars in Fig. 4 represent mean values +/− SEM with two-tailed unpaired Mann–Whitney test. *p* ≤ 0.001 (***), *p* ≤ 0.01 (**) or *p* ≤ 0.05 (*) levels, or non-significant (ns) for values of *p* > 0.05. Numerical values had been added for 0.05 < *p* < 0.075. Raw data along *p* values for statistical analyses are included in the Source Data file.

### Metformin requires ZEB1 expression in macrophages for its anti-inflammatory effects in psoriasis

We then investigated whether the reliance on ZEB1 for the anti-inflammatory effect of Metformin observed in the context of acute inflammation also applies to psoriasis. imiquimod treatment resulted in reduced *Zeb1* expression in the ear sections of *Zeb1*^WT^ mice (Supplementary Fig. S5E), and it led to greater erythema and epidermal thickening in the ears of *Zeb1*^∆M^ mice compared to Z*eb1*^WT^ mice (Fig. 5f, g). IMQ-treated *Zeb1*^∆M^ mice also exhibited greater systemic inflammation than Z*eb1*^WT^ mice as evidenced by the larger spleens in the former (Supplementary Fig. S5F). Pre-treatment of mice with Metformin prior to imiquimod resulted in a reduction of macroscopic skin lesions, histological acanthosis, and macrophage infiltration in Z*eb1*^WT^ mice, while it had no effects in *Zeb1*^∆M^ mice (Fig. 5f–h). These findings further support the dependence of Metformin’s anti-inflammatory effects on the expression of ZEB1 in macrophages.

ZEB1 was found in scattered cells in the healthy skin but it was nearly absent in psoriatic skin lesions (Supplementary Fig. S5G). As reported, ZEB1 is upregulated in melanoma skin lesions^51^ (Supplementary Fig. S5G). We identified ZEB1 in CD68^+^ macrophages in healthy skin that are negative for ZEB1 in the psoriatic skin (Fig. 5i and Supplementary Fig. S5I). In addition, our analysis of a published gene microarray (GSE14905)^52^ also revealed the downregulation of *ZEB1* in psoriatic skin lesions (Supplementary Fig. S5H). ZEB1 was also expressed in CD68^+^ macrophages in the synovial membrane of PsA patients but it was nearly absent in the synovium of osteoarthritis patients (Fig. 5i and Supplementary Fig. S5I). We also found that in contrast to the immunosuppressed PBMCs of septic patients at 72 h, the monocyte-enriched PBMCs of PsA patients exhibited higher mitochondrial content and ROS production compared to PBMCs from healthy donors (Fig. 5j, k, and Supplementary Fig. S5J). As in endotoxin-induced immunosuppression (LPS + LPS), ZEB1 expression by macrophages is also necessary to restrict chronic inflammation and Metformin was dependent on ZEB1 expression for its anti-inflammatory role.

In summary, our findings suggest that ZEB1 expression in macrophages is required for limiting both acute and chronic inflammation, as well as for the anti-inflammatory effects of Metformin in both forms of inflammation.

### ZEB1 inhibits mitochondrial protein translation by restricting amino acids transport

After showing that ZEB1 regulates the inflammatory and immunosuppressive responses of macrophages through inhibiting mitochondrial translation, we sought to further investigate the underlying molecular mechanism. 

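*Mettl1*, which makes 7-methylguanosine in tRNA, and *Ctu1*, which thiolates the wobble uridine, were higher in *Zeb1* ∆M than in *Zeb1* WT macrophages in LPS (n = 3 each). The log2 changes were 1.10 (standard error 0.24, adjusted p = 0.023) and 0.99 (SE 0.22, adjusted p = 0.023, edgeR quasi-likelihood, Benjamini-Hochberg). Of 62 measured tRNA modification genes, 2 were higher (4 over the list alone) and 49 were above 0, with a median of 0.32 (camera adjusted p = 4.5e-06, but adjusted p = 0.1 with an estimated correlation). *Ears2* and *Rars2*, mitochondrial glutamyl- and arginyl-tRNA synthetase genes, had values of 0.77 (SE 0.34, adjusted p = 0.3) and 0.52 (SE 0.24, adjusted p = 0.33) by edgeR. Of 19 mitochondrial aminoacyl-tRNA synthetase genes, 17 were above 0, with a median of 0.35 (camera adjusted p = 0.02, but adjusted p = 0.25 with an estimated correlation; fry adjusted p = 0.034). None of the 19 passed by edgeR or DESeq2, alone or over the list, against 2 higher at an unadjusted p under 0.05. Higher tRNA modification genes numbered 0 without replicate 2 of *Zeb1* WT LPS or replicates 1 or 3 of *Zeb1* ∆M LPS, where *Mettl1* had an adjusted p from 0.083 to 0.11, and 1 without replicate 2 of *Zeb1* ∆M LPS. *Ctu1* was lost in 5 of 6 fits with 1 library left out, all but the one without replicate 1 of *Zeb1* WT LPS (adjusted p from 0.055 to 0.093), and the synthetase list ranged from 0.01 to 0.17.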

Analysis of our RNAseq indicated that *Zeb1*^∆M^ macrophages expressed higher levels of gene signatures associated with mitochondrial tRNA aminoacylation and tRNA modification (Supplementary Fig. S6A). The methylthiotransferase *Cdk5rap1* catalyzes 2-methyl-2-thio (ms2) modifications of several mt-tRNAs and its deficiency hampers mitochondrial protein synthesis and OxPhos activity and increases ROS production^53^. LPS treatment resulted in the downregulation of *Cdk5rap1* expression in *Zeb1*^WT^ macrophages but not in *Zeb1*^∆M^ macrophages (Supplementary Fig. S6B). In contrast, ms2 tRNA modifications were reduced in *Zeb1*^∆M^ macrophages after one dose of LPS but increased after two doses of LPS (Supplementary Fig. S6C). Given its opposing effects on the regulation of *Cdk5rap1* expression and ms2 tRNA modifications, we concluded that ZEB1 inhibits mitochondrial protein translation through mechanisms independent of these processes.

Both cytoplasmic and mitochondrial protein translation, as well as autophagy, are regulated by mTOR, which is activated by the uptake and metabolism of amino acids^54,55^. 

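*Slc1a5*, a neutral amino acid and glutamine transporter gene, and *Slc38a7*, a lysosomal glutamine transporter gene, fell with Metformin in *Zeb1* WT (n = 3 each). Their log2 changes were -1.48 (standard error 0.18, adjusted p = 2.3e-05) and -1.15 (SE 0.23, adjusted p = 0.0011, edgeR quasi-likelihood, Benjamini-Hochberg). Of 24 measured amino acid transporter genes, 6 were lower (8 lower and 1 higher over the list alone), with a median of -0.47 (camera adjusted p = 0.018, but adjusted p = 0.14 with an estimated correlation). From LPS to LPS + LPS in *Zeb1* WT, *Slc7a2*, a carrier of cationic amino acids, changed by -1.71 (SE 0.24, adjusted p = 1.8e-05) and *Slc7a8*, the LAT2 light chain, by -1.15 (SE 0.25, adjusted p = 0.0016), by edgeR. *Slc43a2*, a carrier of branched-chain amino acids, rose by 2.67 (SE 0.43, adjusted p = 1.0e-04). There 9 were lower and 3 higher (9 and 4 over the list alone), with a median of -0.33 (camera adjusted p = 0.42; fry adjusted p = 0.0099). With Metformin, 10 were lower without replicate 2 of *Zeb1* WT LPS, and for LPS + LPS 1 was higher without the same library. From LPS to LPS + LPS, large peritoneal macrophage markers fell from mean log2 levels of 8.67, 9.03 and 8.76 to 6.02 and 6.31. Neutrophil markers rose there from 3.70, 2.83 and 3.71 to 5.53 and 5.31. With Metformin, monocyte markers rose from 5.04, 4.59 and 4.79 to 6.03, 5.96 and 6.56, and neutrophil markers fell to 1.95, 2.04 and 1.45. Whether these shifts bear on the transporter list was not tested.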

Analysis of our RNAseq revealed that when *Zeb1*^WT^ macrophages were pre-treated with Metformin (MET + LPS) or exposed to a previous dose of LPS (LPS + LPS), there was a decrease in the expression of GSEA annotations associated with amino acid transport (Fig. 6a). Furthermore, *Zeb1*^WT^ macrophages in the LPS + LPS condition exhibited reduced levels of an amino acid transport signature compared to *Zeb1*^∆M^ macrophages (Supplementary Fig. S6D). 

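*Slc7a2* was higher in *Zeb1* ∆M than in *Zeb1* WT macrophages in LPS + LPS, by 1.21 (standard error 0.23, adjusted p = 0.0096) on the log2 scale (n = 3 and n = 2, edgeR quasi-likelihood, Benjamini-Hochberg). *Slc7a5*, the LAT1 light chain for large neutral amino acids, had 1.93 (SE 0.56, adjusted p = 0.071) and *Slc7a8* 0.61 (SE 0.25, adjusted p = 0.2), by edgeR. Of 24 amino acid transporter genes, 1 was higher by edgeR (2 over the list alone, 6 at an unadjusted p under 0.05, 2 by DESeq2) and the other 23 did not pass. The list had a median of 0.30 (camera adjusted p = 0.027, but adjusted p = 0.24 with an estimated correlation; fry adjusted p = 0.013). *Slc7a5* was called by DESeq2 (adjusted p = 0.017) and with no count filter (0.0012). Without replicate 2 of *Zeb1* WT LPS + LPS, *Slc7a2* was 1.00 (adjusted p = 0.09) and the list had a camera adjusted p = 0.13. The list had 0.11 in a fit of the LPS + LPS libraries alone, 0.058 with length and GC trends removed and 0.059 with replicates 1 and 2 as *Zeb1* WT LPS + LPS.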

The L-type bidirectional amino acid transporter SLC7A8/LAT2 is required for the uptake of glutamine and branched-chain amino acids (BCAA), which are critical for the activation of mTORC1 signaling^56,57^. Treatment of *Zeb1*^WT^ macrophages with Metformin + LPS and LPS + LPS led to a decrease in the mRNA and protein levels of SLC7A8 compared to LPS treatment, whereas this effect was not observed in *Zeb1*^∆M^ macrophages (Fig. 6b, c, Supplementary Fig. S6E). In line with the upregulation of SLC7A8 during LPS, we observed that *Zeb1*^WT^ macrophages but not *Zeb1*^∆M^ macrophages displayed higher glucose and glutamine consumption specifically in the LPS condition (Fig. 6d, e). We then aimed to explore the potential alterations in intracellular levels and consumption of BCAAs as well as glutamine and its derived amino acid glutamate in inflammatory macrophages. We observed that, similar to glucose and glutamine, a single dose of LPS resulted in increased levels of BCAAs in *Zeb1*^WT^ macrophages, but not in *Zeb1*^∆M^ macrophages (Fig. 6f). Conversely, BCAAs levels were comparable between *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages treated with Metformin + LPS and LPS + LPS. Furthermore, we found a reduction in the intracellular levels of glutamate in LPS-treated *Zeb1*^∆M^ macrophages compared to their *Zeb1*^WT^ counterparts. Of note, no significant difference was observed in intracellular glutamine levels between LPS-treated *Zeb*1^∆M^ and *Zeb1*^WT^ macrophages, suggesting that glutamine may have already been metabolized to glutamate at the analyzed time point (Fig. 6g).

**Fig. 6:**
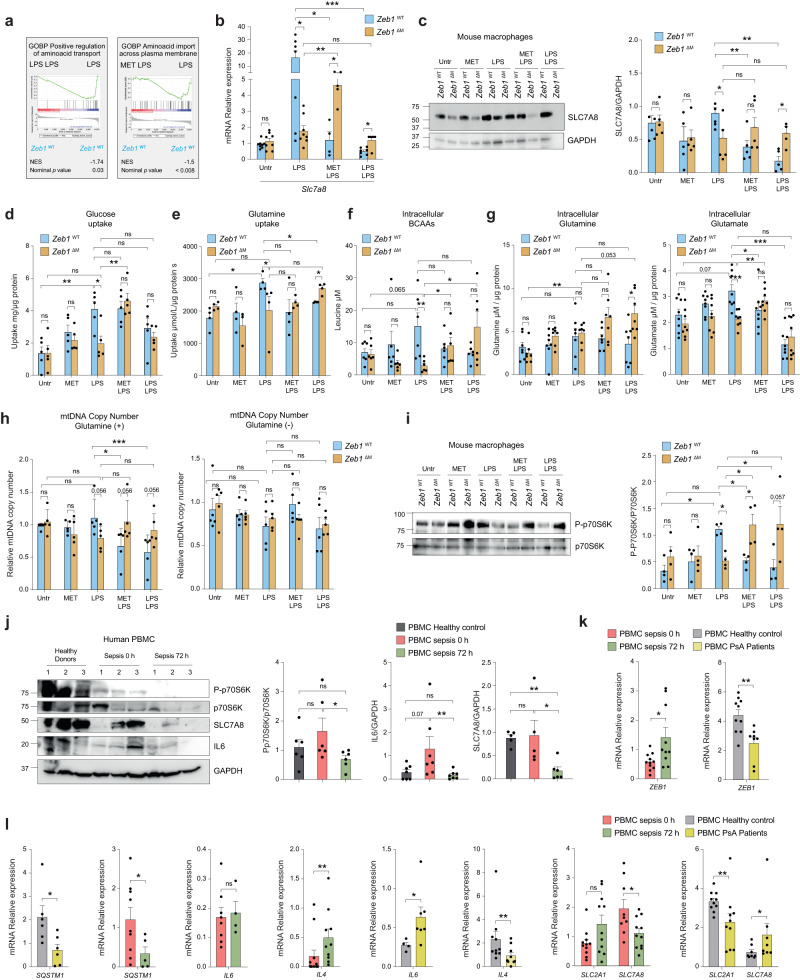
ZEB1 inhibits mitochondrial protein translation by restricting amino acid transport. **a** GSEA plot “Amino acid transport*”* signature in *Zeb1*^WT^ macrophages under the indicated treatments. **b** *Slc7a8* mRNA in macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice subjected to the indicated treatments. Average of 4–10 mice per genotype and condition in three independent experiments (*n* = 8,8,7,8,4,5,7,5). **c** Representative blot of five independent experiments for SLC7A8 and GAPDH in peritoneal macrophages under the indicated treatments. Quantification of SLC7A8 relative to GAPDH (*n* = 5). **d** Glucose uptake by peritoneal macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ treated as indicated and assessed 4 h after the last LPS dose (*n* = 5). **e** As in (**d**), but for glutamine uptake (*n* = 4). **f** As in (**d**), but for intracellular BCAAs in cell lysates 4 h after the last LPS dose (*n* = 6). **g** As in (**f**), but for intracellular glutamine (*n* = 7) and glutamate (*n* = 8) levels corrected by cell protein levels. **h** Relative mtDNA copy number in macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated as indicated and cultured with (left panel) or without (right panel) glutamine in the medium (*n* = 5). **i** Western blots for p70S6K, P-P70S6K, and GAPDH in *Zeb1*^WT^ and *Zeb1*^∆M^ peritoneal macrophages treated as indicated. A representative blot and quantification of P-p70s6k normalized to p70s6k (n = 4). **(j)** Western blots for for P-p70s6k, P70S6K, IL6, SLC7A8, and GAPDH in PBMCs of three healthy donors and three septic patients at 0 and 72 h. Representative blot of two independent experiments, with 2-3 patients per condition. Quantification of P-p70s6k protein levels normalized to p70s6k (*n* = 6), as well as IL6 (*n* = 7) and SLC7A8 (*n* = 5) normalized to GAPDH. **k** *ZEB1* mRNA in PBMCs from septic patients at 0 h (*n* = 11) and 72 h (*n* = 10), healthy donors (*n* = 10), and PsA patients (*n* = 8). **l** As in (**k**), but for *SQSTM1* in septic patients (*n* = 9,5*)* and Healthy/PsA (*n* = 6), *IL4* in septic patients (*n* = 12,10) and Healthy/PsA (*n* = 10,9), *IL6* in septic patients (*n* = 8,4*)* and Healthy/PsA (*n* = 4,7), *SLC2A1* in septic patients (*n* = 11*)* and Healthy/PsA (*n* = 10), and *SLC7A8 in* septic patients (*n* = 9,11*)* and Healthy/PsA (*n* = 8). Graph bars in Fig. 6 represent mean values +/− SEM with two-tailed unpaired Mann–Whitney test. *p* ≤ 0.001 (***), *p* ≤ 0.01 (**) or *p* ≤ 0.05 (*) levels, or non-significant (ns) for values of *p* > 0.05. Raw data along *p* values for statistical analyses are included in the Source Data file.

We hypothesized that if ZEB1 inhibits mitochondrial translation by downregulating SLC7A8 expression, restricting glutamine availability would alleviate this effect. To test this, we treated *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages with LPS or LPS + LPS in the presence or absence of glutamine. In the absence of glutamine, there was a decrease in MTG staining in both genotypes and across all treatments. Consequently, the decrease in mitochondrial content observed in *Zeb1*^*WT*^ macrophages treated with LPS + LPS compared to *Zeb1*^∆M^ macrophages, which was observed in the presence of glutamine, was prevented in the glutamine-free condition (Supplementary Fig. S6F). These results suggest that ZEB1 plays a role in restricting amino acid consumption, which is essential for mTORC1 activation and mitochondrial translation.

We also assessed mitochondrial DNA (mtDNA) copy number (MDCN) in *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages under our different experimental conditions and in the presence or absence of glutamine. In the presence of glutamine and compared to a single dose of LPS, pre-treatment with Metformin (Metformin + LPS) or treatment with LPS + LPS reduced MDCN in *Zeb1*^WT^ macrophages but not in *Zeb1*^*∆*M^ macrophages (Fig. 6h). However, in the absence of glutamine, MDCN was comparable between LPS-treated *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages. Additionally, the treatments of Metformin + LPS or LPS + LPS did not alter MDCN in either *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages compared to LPS treatment. Taken together, the above data suggest that in the presence of glutamine, treatment with Metformin or LPS before adding a second dose of LPS (Metformin + LPS or LPS + LPS) results in a reduction in mitochondrial content and MDCN in LPS-treated *Zeb1*^WT^ macrophages, but not in *Zeb1*^∆M^ macrophages. Based on these findings, two conclusions can be drawn: (1) MDCN in inflammation (LPS) is dependent on the availability of glutamine, and (2) glutamine levels in immunosuppressed (LPS + LPS as well as Metformin + LPS) macrophages are regulated by ZEB1 expression.

### ZEB1 inhibits mTORC1/p70S6K signaling in immunosuppression

mTORC1 serves as an energy sensor with pleiotropic functions, including the regulation of nuclear DNA-encoded mitochondrial protein translation^44^. Activation of mTORC1 is primarily driven by growth factors and nutrient availability, particularly amino acids^56,57^. Regulation of protein synthesis by mTORC1 is mediated through its phosphorylation and activation of p70 ribosomal protein S6 kinase (p70S6K, encoded by *Rps6kb1*)^44^. Given the inhibitory effect of Metformin on mTORC1 signaling^58^, we aimed to investigate whether the mechanism by which ZEB1 regulates immunosuppression and mediates the anti-inflammatory effects of Metformin is through the reduction of amino acid uptake and metabolism, leading to the downregulation of mTORC1.

Compared to *Zeb1*^WT^ and *Zeb1*^∆M^ macrophages treated with a single dose of LPS, Metformin pre-treatment (MET + LPS) or a subsequent dose of LPS (LPS + LPS) resulted in reduced P-p70S6K levels in *Zeb1*^*WT*^ macrophages, but not in *Zeb1*^∆M^ macrophages (Fig. 6i and Supplementary Fig. S6G). By examining the levels of phosphorylated p70S6K (P-p70S6K), IL6, and SLC7A8 in PBMCs from healthy controls, septic patients at 0 h (immunogenic), and septic patients at 72 h (immunosuppressed), we observed decreased levels of all three in the PBMCs of sepsis 72 h, indicating an immunosuppressive state (Fig. 6j and Supplementary Fig. S6H and S6I). In contrast to the downregulation of MT-CO1 in PBMCs from septic patients at 72 h, the PBMCs from PsA patients exhibited an upregulation of MT-CO1 (Supplementary Fig. S6H). Additionally, PBMCs from septic patients at 72 h showed reduced mitochondrial respiratory capacity compared to healthy donors (Supplementary Fig. S6J). Collectively, these results suggest that ZEB1 expression is required for immunosuppression and Metformin’s inhibition of mTORC1.

### ZEB1 expression in inflammatory PBMCs from septic and PsA patients is associated with differential expression of glucose and amino acid transporters

Next, we examined whether the expression of ZEB1 in PBMCs from healthy controls, septic patients at 0 h and 72 h, and PsA patients correlated with the expression of several markers in our sepsis and psoriasis mouse models. In septic patients, the expression levels of *ZEB1* were higher in PBMCs at 72 h compared to PBMCs at 0 h. On the other hand, in PBMCs from PsA patients, *ZEB1* expression was lower when compared to PBMCs from healthy donors (Fig. 6k). The PBMCs from septic patients at 0 h exhibited higher expression of *SQSTM1* and reduced expression of *IL4* compared to the PBMCs from the same patients at 72 h (Fig. 6l). In contrast, and compared to PBMCs from healthy donors, the PBMCs from PsA patients showed lower expression of *SQSTM1* and *IL4* but higher of *IL6* (Fig. 6l).

A reverse pattern of expression was observed for glucose transporter *SLC2A1* and amino acid transporter *SLC7A8* between septic and PsA patients. PBMCs from septic patients at 0 h exhibited lower levels of *SLC2A1* and higher levels of *SLC7A8* compared to PBMCs from septic patients at 72 h (Fig. 6l). Additionally, PBMCs from PsA patients exhibited lower levels of *SLC2A1* and higher levels of *SLC7A8* compared to PBMCs from healthy donors (Fig. 6l).

Psoriatic human skin exhibited upregulation of both MT-CO1 and P-p65 compared to healthy donor skin (Supplementary Fig. S6K). Consistent with these findings, analysis of the published array GSE57383^59^ revealed a similar reverse pattern of expression for *ZEB1, SLC2A1*, and *SLC7A8* in the myeloid CD14^+^ PBMCs of healthy donors and PsA patients (Supplementary Fig. S6L). Taken together, these findings support a model where ZEB1 modulates the inflammatory phenotype of human PBMCs in sepsis and psoriatic disease through amino acid efflux-dependent regulation of mitochondrial translation.

Finally, we investigated the association of *ZEB1* expression with sepsis outcomes by analyzing a published array (GSE48080) of patients with sepsis caused by community-acquired pneumonia^60^. The PBMCs from patients who eventually did not survive have higher levels of *ZEB1* and *TNF*, and lower levels of *IL4* at the time of diagnosis (day 0), compared to PBMCs from survivor patients (Supplementary Fig. S6M). Seven days after the diagnosis, the PBMCs from non-survivors still have higher levels of *ZEB1*, but they exhibit the opposite pattern of *TNF* and *IL4* expression compared to day 0 (Supplementary Fig. S6N). Accordingly, there is a positive correlation between *ZEB1* and *TNF* expression at day 0, but a negative correlation at day 7 (Supplementary Fig. S6N). On the other hand, while there was no correlation between *ZEB1* and *IL4* expression at day 0, there was a positive correlation between the two genes at day 7 (Supplementary Fig. S6N).

## Discussion

Dissecting the mechanisms that regulate the resolution of acute inflammation, the induction of immunosuppression, or the progression to chronic inflammation is essential for designing therapeutic approaches to modulate excessive inflammation or restore immune competence. The present study found that ZEB1 plays a dual role in macrophages, being required developing an inflammatory phenotype but also to limit and resolve inflammation by promoting the transition of macrophages to an immunosuppressive state (schematic in Fig. 7). ZEB1 expression in macrophages was also required for the anti-inflammatory and ROS-inhibiting effect of Metformin in both an endotoxin-induced model of acute inflammation as well as in a chronic inflammation model such as psoriasis. We showed that the reprogramming of both human and mouse macrophages from an inflammatory state to an immunosuppressive state is driven by autophagy and a decrease in mitochondrial translation, which are dependent on their expression of ZEB1. During the acute inflammatory response, ZEB1 promotes glucose and amino acid consumption and upregulates pro-inflammatory and glycolytic genes. Simultaneously, ZEB1 induces autophagy to eliminate damaged mitochondria, and other organelles, thereby preventing excessive inflammation that could lead to cell and tissue damage or contribute to the development of chronic inflammation. Conversely, in an immunosuppressed state, ZEB1 enhances lactate production and the expression of anti-inflammatory genes, while inhibiting amino acid uptake.

**Fig. 7:**
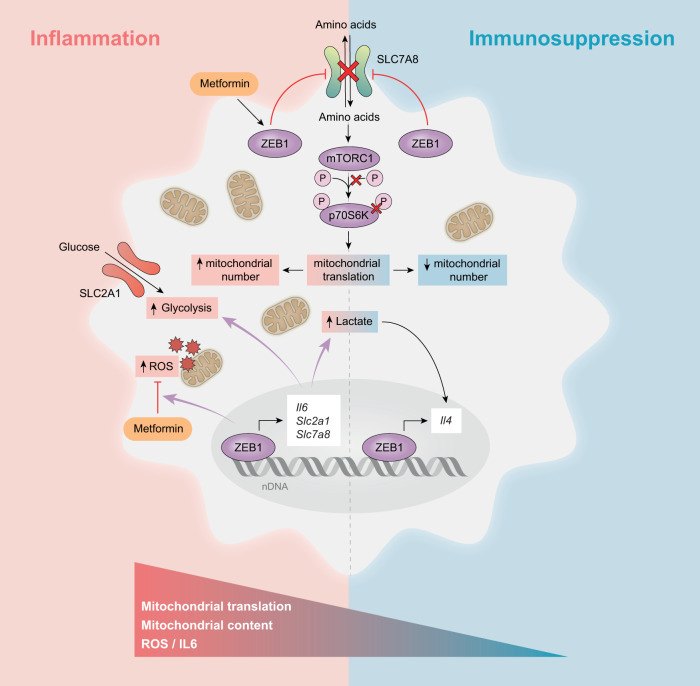
Schematic summary model. ZEB1 regulates inflammation and immunosuppression in macrophages and is required for the anti-inflammatory and ROS-inhibiting effects of Metformin.

Inflammation is a protective response to infection, stress, and injury^4^. However, when it becomes dysregulated, it can result in tissue damage, systemic disease, and even death. On the other hand, immune tolerance serves as a self-regulatory mechanism to safeguard the organism against the detrimental effects of excessive inflammation. Nevertheless, a prolonged immunoparalysis renders the organism incapable of responding to subsequent antigenic challenges. Therefore, the timing and extent of the inflammatory and immunosuppressive responses must be tightly regulated. Here, we found that ZEB1, a regulator of cell plasticity in cancer stem cells, exhibits contrasting roles in inflammation and immunosuppression. This duality makes ZEB1 a particularly suitable factor for regulating macrophage plasticity during both the inflammatory response and its subsequent resolution. Beyond macrophages, ZEB1 plays important functions in other immune cells; it modulates early B cell differentiation and is critical for the maintenance of memory CD8^+^ T cells (^61,62^, and reviewed in^63^).

Metformin has been tested in preclinical models of several chronic inflammatory autoimmune diseases^15^. It plays pleiotropic roles in immunometabolism, exerting these functions through multiple mechanisms, including inhibiting ETC-CI, activating AMPK, and inhibiting the NRPL3 inflammasome^11,16,17,21,22^. Our results indicate that ZEB1 expression in macrophages is required for the in vivo anti-inflammatory effects of Metformin in response to LPS and in a mouse model of psoriasis. 

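*S1pr1* (ENSMUSG00000045092.8), a sphingosine-1-phosphate receptor, stood at 22.1 ± 4.59 CPM in *Zeb1* ∆M and 4.24 ± 1.2 in *Zeb1* WT Metformin + LPS macrophages (n = 3 each). The log2 fold change was 2.37 (standard error 0.31, adjusted p = 2.9e-04, edgeR quasi-likelihood, Benjamini-Hochberg). In LPS it stood at 20.6 ± 7.23 and 36.8 ± 6.99. The mitochondrial gene *mt-Co1* changed by -1.57 (SE 0.26, adjusted p = 0.0014) by edgeR. Of 12 mtDNA genes all were below 0 and 2 were called lower (4 over the list alone), with a median of -0.76 (camera adjusted p = 1.3e-04, but adjusted p = 0.13 with an estimated correlation). Mitochondrial rRNA made up 1.09, 0.729 and 0.545 percent in *Zeb1* WT and 0.403, 0.393 and 0.384 percent in *Zeb1* ∆M Metformin + LPS. Mean log2 levels of cytosolic ribosomal proteins were 8.15, 7.39 and 7.53 against 6.97, 6.83 and 6.85. CT010467.1 (5.47, 5.35 and 3.52 against 6.27, 6.73 and 2.06 percent) and nuclear long RNAs (4.27, 3.26 and 3.75 against 3.51, 3.62 and 4.01) overlapped. Among amino acid transporters, *Slc16a10* (aromatic amino acids), *Slc7a1* (cationic amino acids) and *Slc7a8* had 0.59 (SE 0.23, adjusted p = 0.15), 0.52 (SE 0.25, adjusted p = 0.24) and 0.31 (SE 0.22, adjusted p = 0.45) by edgeR. None of 24 transporter genes passed, alone or over the list (2 higher at an unadjusted p under 0.05, none by DESeq2), and the median was 0.13 (camera adjusted p = 0.54). The neutrophil gene *Mrgpra2b* -3.26 (SE 0.45, 4.4e-04) and the B cell gene *Ms4a1* -2.75 (SE 0.35, 2.6e-04) were lower in the same *Zeb1* ∆M libraries. Lower mtDNA genes numbered 1 without replicates 1 or 2 of *Zeb1* ∆M Metformin + LPS and 5 without replicate 3 of *Zeb1* ∆M Metformin + LPS.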

Analysis of our RNAseq of macrophages from *Zeb1*^WT^ and *Zeb1*^∆M^ mice treated with Metformin + LPS evidenced that ZEB1-regulated DEGs include genes/pathways involved in anti-oxidant response, mitochondrial function and amino acid transporters. mTORC1 acts as an energy sensor and plays key functions in cell metabolism and proliferation being activated by growth factors and amino acids (reviewed in^64^). In this study, it was found that ZEB1 inhibits amino acid transport in response to a secondary inflammatory stimulus, thereby reducing mTORC1 signaling and potentially mediating the known inhibitory effect of Metformin on mTORC1 signaling. Interestingly, mTORC1 inhibits EMT and ZEB1 expression in cancer cells^65^, suggesting the existence of a loop between mTORC1 and ZEB1, which may regulate cell growth and inflammation.

We found that Metformin reduced mitochondrial content, ΔΨm, and ROS production in LPS-treated *Zeb1*^WT^ macrophages to the same levels as those observed in LPS + LPS macrophages. Although the mechanism by which ZEB1 mediates the effect of Metformin to promote an immunosuppressive status in macrophages remains to be elucidated, Metformin inhibits mTORC1, whose genetic and pharmacological ablation upregulates ZEB1 in cancer cells^5,58,59,66^. We found that relative to LPS, treatment of mouse macrophages with Metformin + LPS or LPS + LPS reduced the phosphorylation of p70S6K as in the immunosuppressed PBMC of septic patients. ZEB1 suppressed mTORC1 activation by inhibiting amino acid transport, which resulted in reduced mitochondrial translation and ROS production, as well as lower inflammatory cytokine production. Interestingly, we found that the role of ZEB1 mediating the anti-inflammatory and ROS-inhibiting effects of Metformin were independent of Metformin’s ability to increase glucose uptake. Our results suggest that Metformin is dependent on ZEB1 for the regulation of amino acid transport. However, we can not rule out that ZEB1 may also be involved in other pathways contributing to the anti-inflammatory effects of Metformin, such as autophagy or AMPK signaling.

In contrast to its pro-inflammatory effects in sepsis, ZEB1 had a protective anti-inflammatory role in psoriasis. Its expression was downregulated in the psoriatic disease macrophages. The anti-inflammatory role of Metformin in the IMQ model also depended on the expression of ZEB1. Inhibition of mitochondrial mRNA translation by tetracycline family antibiotics inhibits LPS-induced production of inflammatory cytokines by macrophages and ameliorates lung and liver damage in endotoxin-induced systemic inflammation^11^. Although the mechanism by which the inhibition of mitochondrial translation ameliorates inflammation is not known, it is likely to involve alterations in the mitochondrial electron transport chain and ROS production. It has been reported that Metformin, by blocking mitochondrial complex I, increases the levels of lactate, which in turn promotes anti-inflammation through lactylation of histones in anti-inflammatory genes.^17,20^. We found here that lactate and the inhibition of mitochondrial translation with doxycycline reverted ROS production and the inflammatory effects of imiquimod. Therefore, we propose a model in which ZEB1 triggers and self-limits the inflammatory responses of macrophages by modulating their metabolism. ZEB1 expression in macrophages increases lactate levels, triggering a homeostatic response through histone lactylation in anti-inflammatory and reparative genes. Additionally, both ZEB1 and metformin reduce macrophage amino acid levels and consumption, thereby inhibiting mTORC1 activity, essential for mitochondrial translation.

Overall, our results uncovered a mechanism regulating the inflammatory and tolerogenic responses of macrophages and set ZEB1 as a potential target in acute and chronic inflammation to prevent hyperinflammation and immunoparalysis.

## Methods

### Human samples

The use of human samples in this study was approved by the local Ethics Research Committee under protocols HCB/2017/0767, HCB/2019/1012, HCB/2020/0100, had the informed consent of patients and conformed with the principles of the Helsinki Declaration. Skin samples from psoriatic and melanoma patients, synovial membranes from psoriatic arthritis and osteoarthritis patients, and peripheral blood from healthy donors, septic patients, and patients with psoriatic arthritis were obtained as detailed in Supplementary Methods.

### Mouse models and isolation of mouse macrophages

The use of mice in this work followed the guidelines established by the Animal Experimental Committee at the University of Barcelona School of Medicine (Barcelona, Spain) and by the Generalitat de Catalonia that reviewed and approved under references 396/18 and 133/19 and 1041, respectively. The *Zeb1*^fl/fl^ mouse (herein referred to as *Zeb1*^WT^) was generated by CRISPR as detailed in Supplementary Methods. The *Zeb1*^WT^ mouse was then crossed with a mouse carrying the Cre recombinase selectively in myeloid cells under the control of the endogenous lysozyme 2 (*Lyz2*, also referred as *LysM*) promoter/enhancer (official name: B6.129P2-*Lyz2*^*tm1(cre)Ifo*^/J), (The Jackson Labs, Bar Harbor, ME, USA), to generate the myeloid conditional *Zeb1* knockout (*Zeb1*^fl/fl^**/***LysM*^Cre^, referred in the manuscript as *Zeb1*^*∆*M^) mice. The mice were housed in a temperature-controlled barrier room maintained at 21-22 °C with a 12-hour light/dark cycle. They were provided with standard rodent chow (RM1-P, SDS, Dietex, Argenteuil, France) and had access to water ad libitum. All mice were euthanized by cervical dislocation. The setting of the LPS- and imiquimod-induced models of sepsis, and psoriasis, respectively, as well as the isolation of macrophages, are detailed in the Supplementary Information.

### Determination of mRNA expression and tRNA modifications, and RNA sequencing

mRNA expression and analyses of tRNA modifications were determined by quantitative real-time PCR (qRT-PCR) as described in Supplementary Methods. RNA sequencing was conducted as described in Supplementary Methods.

### Determination of protein expression by FACS, Western blot, and ELISA

Determination of cell surface and intracellular protein expression by FACS and Western blot and of cytokines/chemokines by an enzyme-linked immunosorbent assay or using a beads-based multiplex array are detailed in Supplementary Methods.

### Determination of lactate and amino acids

The intracellular levels of glutamine, glutamate and BCAAs and the uptake of glucose and glutamine were assessed as detailed in Supplementary Methods.

### Assessment of mitochondrial content, ROS and ATP production, mitochondrial membrane potential, lysosome/mitophagy, mitochondrial protein translation, and mtDNA copy number

These parameters were assessed in vitro and/or in vivo as detailed in Supplementary Methods.

### Immunostaining and electron transmission microscopy

Immunostaining and morphological analysis of macrophages by optical and electron transmission microscopy were conducted as in Supplementary Methods.

### Extracellular flux and high-resolution respirometry

Analyses of oxygen consumption and extracellular acidification were assessed in a Seahorse XF^e^96 Extracellular Flux Analyzer. High-resolution respirometry was carried out in an Oroboros Oxygraph-2k. See Supplementary Methods for details.

### Statistics and reproducibility

All replicates in this study are biologically independent human samples, mice, and peritoneal macrophages. No prior sample size calculation was performed and sample sizes in the experiments were set based on our previous experience and similar studies in the literature. All experimental results were included in the figures, encompassing all data points without any selection or exclusion. Each experiment was independently repeated at least twice with similar results. Blinding was not technically feasible in this study because transgenic mice were cohoused, and therefore, they had to be marked for identification. For all in vivo experiments, after being genotyped, age- and sex-matched mice were distributed in roughly equal numbers to the different treatments. To minimize cage effects, mice of different genotypes and under different treatment conditions were housed together in mixed cages. For in vitro experiments, macrophages from age- and sex-matched mice of each genotype were isolated and randomly assigned to either treatment or control groups. The RNAseq was performed at an external facility and staff were blinded to the genotype or treatment condition of the samples, which were identified by a code. Most data collected and analyzed in the study were quantitative in nature rather than qualitative in nature. Except for RNA-seq experiments, statistical analysis of the data was conducted using Prism for Mac 9.3.1 (GraphPad Software, La Jolla, California). Bar graphs throughout the manuscript represent the mean with standard errors in which the statistical significance was assessed with a non-parametric Mann-Whitney U test. Survival curves in Kaplan Meier plots were compared by the Log-rank (Mantel-Cox) test. Where appropriate, relevant comparisons were labeled as either significant at the *p* ≤ 0.001 (***), *p* ≤ 0.01 (**) or *p* ≤ 0.05 (*) levels, or non-significant for values of *p* > 0.05, and with specified numerical values for 0.05 < *p* < 0.075. All raw data along *p* values for statistical analyses are included in the Source Data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq data have been uploaded to the Gene Expression Omnibus (GEO) database and assigned accession number GSE207328. All relevant data are available in the Source data file, which is provided with this article.

How the deposited data were processed for this re-analysis (not part of the article)

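The input was the table of whole-number gene counts that the authors deposited, with 55573 genes and 18 libraries, 3 in each of 6 groups: *Zeb1* WT and *Zeb1* ∆M macrophages in LPS, LPS + LPS and Metformin + LPS. The submitters' notes name STAR and RSEM on the mouse genome GRCm38 and then DESeq2, without versions. The Supplementary Methods for RNA-seq were not at hand. All 18 columns were matched to their samples by name. Total counts ran from 17296835 to 22774325 in *Zeb1* WT LPS, 14056454 to 20060026 in *Zeb1* ∆M LPS, 16753562 to 22157057 in *Zeb1* WT LPS + LPS, 14053706 to 19787822 in *Zeb1* ∆M LPS + LPS, 18575570 to 30570439 in *Zeb1* WT Metformin + LPS and 22517171 to 24133309 in *Zeb1* ∆M Metformin + LPS.

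The rule that the pair of *Zeb1* WT LPS + LPS samples in the Source Data sheets enters first, and all 3 second, was set before the data were examined, and matching the sheets to the counts then showed the pair to be replicates 2 and 3. Of the sheet genes, 29 with decimal values and 5 with whole numbers match replicates 2 and 3, and 4, among them *Il6st* and *Lbp*, match the raw counts of replicates 1 and 2. *Pgk1* stands at 0 in every sheet column, whereas it was counted in every deposited library. Dividing counts by the decimal sheet values gives the DESeq2 size factors over 11 LPS and LPS + LPS libraries without replicate 1 of *Zeb1* WT (ratio 1; with 12 libraries 1.02).

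Genes with enough counts in edgeR's own filter (filterByExpr) were tested in 1 quasi-likelihood fit over 17 libraries with TMM factors and no replicate block, with Benjamini-Hochberg adjustment per comparison. Levels are TMM-normalized CPM, and fold changes are given on the log2 scale with their standard error (SE). A gene with no counts in 1 group is given as a bound, with 3 counts over the whole group as the floor. Of the genes, the text names those that the paper names for an RNA-seq result and those of the Source Data sheets for Fig. 1e and 1h, whose values were seen. It also names, per comparison, the 10 largest rises and 10 largest falls at an adjusted p under 0.05, a mean log2 CPM of at least 3, a symbol not starting with Gm or ending in Rik, and no overlap between samples of the groups. Of each list reported, up to 4 members with the smallest adjusted p could be named.

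Gene lists, 39 in all, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The lists are not the gene sets behind the paper's enrichment plots, so their results are no direct test of its signatures. The 5 sets whose members stand in the Source Data for Fig. 1d and 1i were tested with fgsea (10000 simple permutations, smallest p 1e-10), adjusted over the 5 sets. Alternatives were median-of-ratios factors, the DESeq2 Wald test, no count filter, a replicate block, only the groups compared, a log2 fold change of at least 1, and each library left out in turn. A pair of alternatives was added after results were seen: replicates 1 and 2 as *Zeb1* WT LPS + LPS, and removal of transcript length and GC trends (loess, span 0.5). Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0.

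On simulated counts with known changes, edgeR recovered 25 percent of genes changed by 1 on the log2 scale and 91 percent of those changed by 2, with 4 false calls, and DESeq2 recovered 37 and 94 percent with 24 false calls. So genes with a true change of 1 were mostly missed by edgeR at n = 3. In unchanged lists, 2.5 percent passed 0.05 with camera, 5 percent with fry and 2.5 percent with fgsea. Whether these rates hold for lists of genes that move together was not tested. On the real counts, 23 of 46 list results were lost with an estimated correlation. The true value lay within 1.96 SE for 94.1 percent of genes.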

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

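Of the tests here, those on a lower share of every other cell type, on the marker levels of replicate 1 and on transcript length and GC content were chosen after results were seen, and the others before. Fold changes are on the log2 scale, from edgeR quasi-likelihood fits with Benjamini-Hochberg adjustment unless another test is named.

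*Retnlg* and *Mmp25* (-3.34, adjusted p = 0.024) were lower in *Zeb1* ∆M than in *Zeb1* WT macrophages in LPS + LPS, *Mmp8* and *Mmp9* were not called (-2.17 and -1.63, 0.095 and 0.068), none of the 4 was called with all 3 *Zeb1* WT samples, and neutrophil markers that the paper does not name had a median of -1.78. Differing shares of neutrophils among cells sorted on CD11b and F4/80 could be a source of this, with *S100a8*, an abundant neutrophil gene, at 1250 ± 22.3 CPM in *Zeb1* WT (n = 2) and 375 ± 167 in *Zeb1* ∆M (n = 3), although the paper reports no genotype difference in the mix of myeloid cells (Supplementary Fig. S1L). A lower share of every cell type other than macrophages in the *Zeb1* ∆M libraries, by a like amount, has against it the B cell markers in LPS + LPS, with a median of -0.06 (mean log2 levels of 1.6 and 1.7 in *Zeb1* WT and 1.2, 2.6 and 1.3 in *Zeb1* ∆M), beside -3.48 for eosinophil markers (4.4 and 2.7 against 0.8, 0.1 and 0.3). In line with it, levels were lower for dendritic cell markers (1.9 and 1.5 against 0.7, 0.6 and 0.8), in 2 of 3 libraries mast cell and basophil markers (2.4 and 1.9 against 0.7, 0.6 and 1.9), erythroid and platelet markers (5.4 and 4.8 against 2.8, 2.7 and 2.4) and T and NK cell markers (0.2 and 0.3 against -0.2, 0 and 0.1), and without replicate 2 of *Zeb1* ∆M the B cell levels were lower too. ZEB1 control of these genes within macrophages has no test in these counts, so the source stays open.

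Replicate 1 of *Zeb1* WT LPS + LPS stood apart from replicates 2 and 3. A wrong genotype label might be a reason: over 392 genes its root mean square distance was 0.90 to the *Zeb1* ∆M mean and 1.71 to the *Zeb1* WT mean, with 2.05 between the means. Against it, markers of large peritoneal macrophages stood at a mean log2 level of 6.3 in replicate 1, beside 6.0 and 6.3 in the other *Zeb1* WT and 7.5, 7.9 and 7.4 in the *Zeb1* ∆M libraries, but it lay nearer to *Zeb1* ∆M in neutrophil markers (3.7, beside 5.5 and 5.3 and beside 3.8, 3.3 and 4.2), dendritic cell markers (0.6, beside 1.9 and 1.5 and beside 0.7, 0.6 and 0.8) and eosinophil markers (1.4, beside 4.4 and 2.7 and beside 0.8, 0.1 and 0.3). A missed first dose or a wrong treatment label has against it that the library lay at 0.91 of the way from the *Zeb1* WT LPS mean (0) to the LPS + LPS mean (1) over 4436 genes. *Zeb1* itself does not decide it, so the source stays open.

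The Metformin + LPS libraries differed from the LPS libraries in more genes than the genotypes did, and 0 of them shared a library series with an LPS library, so Metformin and a batch difference cannot be told apart. Transcript length or GC content could bias such a comparison, but with both trends removed the *Zeb1* WT lists kept 101 percent of the mean change for cytosolic ribosomal proteins, 101 for nuclear subunits of oxidative phosphorylation, 100 for the processome, 105 for superoxide metabolism and 96.9 for amino acid transporters. That argues against length and GC bias, and the batch question stays open.

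A genotype effect on the response to a second LPS dose was called for 10 genes, among them *Lbp* (1.99), *Steap4* (-1.85), *Dapk1* (1.95) and *Serpinb9* (2.40). For Metformin it was called for 66 genes, among them *Hk2* (1.44), *Rnf125* (2.03), *Adora2b* (-1.52), *S1pr1* (3.21), *Serpinb9* (1.76), *Procr* (2.62), *Crem* (2.32) and *Hp* (-2.36). *Rnf125* was lost in 3 of 12 fits with 1 library left out (adjusted p from 0.055 to 0.065) and with all 18 libraries (0.16), and *Serpinb9* with Metformin in 8 of 12 (0.054 to 0.11) and with all 18 (0.081). In a fit of only those 12 libraries, 52 genes had a Metformin interaction. Of 100 splits of the libraries, 4 gave at least as many, counting the real one, and the highest other gave 919. The 3 others reverse the genotypes within Metformin + LPS, so the 919 reflect a genotype difference shared by the treatments. Only 2 of the splits, the real one and that with 919, keep the genotypes whole within each treatment, too few for a test, since mixing them adds the genotype difference to the spread within groups. Only 10 splits exist for each of 5 comparisons of 2 groups of 3, too few to exclude chance: the real counts were 217 (genotypes in LPS), 503 (genotypes in Metformin + LPS), 5072 (LPS + LPS against LPS in *Zeb1* ∆M), 3136 and 3276 (Metformin + LPS against LPS in *Zeb1* WT and *Zeb1* ∆M), each reached by 1 split, the real one, with 0 in the highest other. Neutrophil markers were lower in *Zeb1* ∆M in LPS (median -2.26, genes at 0 counts set to their floor). B cell markers were lower in *Zeb1* ∆M in LPS (median -2.28) and in Metformin + LPS (median -2.16). Dendritic cell markers were lower in *Zeb1* ∆M in LPS (median -1.28). Markers of large peritoneal macrophages were higher in *Zeb1* ∆M in LPS + LPS (median 1.22). Monocyte markers were lower in *Zeb1* ∆M in Metformin + LPS (median -1.46).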

How the results depend on the processing

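Of 215 gene and comparison pairs in the text, edgeR called 134, of which 99 stayed in every fit with 1 library left out and 35 were lost in some, and no setting reversed a call; the cause was not tested. Called or uncalled status changed in 19 pairs with all 3 *Zeb1* WT LPS + LPS samples (18 lost), 21 with replicates 1 and 2 (19 lost), 20 with DESeq2 and 19 with no count filter, and of 46 list results 23 were lost with an estimated correlation.

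Gene counts moved as follows. Genotypes in LPS (244): 628 by DESeq2 and 778 with no count filter, and with 1 library left out 107 (without replicate 1 of *Zeb1* ∆M LPS) to 457 (replicate 3 of *Zeb1* WT LPS). Genotypes in LPS + LPS (392): 88 with all 3 *Zeb1* WT samples, 896 by DESeq2, 1066 with no filter, 77 with replicates 1 and 2 as *Zeb1* WT LPS + LPS, and left out 110 (replicate 2 of *Zeb1* ∆M LPS + LPS) to 244 (replicate 2 of *Zeb1* WT LPS + LPS). Genotypes in Metformin + LPS (907): 1408 by DESeq2, 503 with only these groups, and left out 391 (replicate 1 of *Zeb1* ∆M Metformin + LPS) to 1104 (replicate 2 of *Zeb1* WT Metformin + LPS). With a log2 fold change of at least 1, Metformin + LPS against LPS gave 2248 in *Zeb1* WT and 2325 in *Zeb1* ∆M, and 1060 shared. Interaction with LPS + LPS (10): 2 with all 3 samples, 154 by DESeq2, 324 with no filter, 16 with a replicate block, 4 with only these groups, and left out 4 (replicate 2 of *Zeb1* ∆M LPS) to 58 (replicate 2 of *Zeb1* WT LPS + LPS). Interaction with Metformin (66): 27 with all 3 samples, 380 by DESeq2, 639 with no filter, 23 with replicates 1 and 2, and left out 3 (replicate 1 of *Zeb1* ∆M Metformin + LPS) to 209 (replicate 3 of *Zeb1* WT LPS). Genes called only in *Zeb1* WT went from 985 (replicate 1 of *Zeb1* WT Metformin + LPS) to 1917 (replicate 2 of *Zeb1* ∆M Metformin + LPS), and only in *Zeb1* ∆M from 1029 (replicate 1 of *Zeb1* ∆M Metformin + LPS) to 2141 (replicate 1 of *Zeb1* WT Metformin + LPS).

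With an estimated correlation the camera adjusted p was, for genotypes in LPS, 0.1 (glycolysis), 0.12 (mtDNA), 0.3 (positive regulators of mitochondrial translation; fry 0.058), 0.25 (mitochondrial aminoacyl-tRNA synthetases) and 0.1 (tRNA modification). In LPS + LPS it was 0.31 (inflammatory genes; fry 0.085), 0.24 (amino acid transporters; 0.11 with only these groups, 0.059 with replicates 1 and 2, 0.058 with length and GC trends removed) and 0.055 (eosinophil markers). In Metformin + LPS it was 0.1 (negative regulators), 0.1 (superoxide metabolism), 0.079 (neutrophil markers), 0.062 (eosinophil markers), 0.079 (mast cell and basophil markers) and 0.13 (mtDNA). For LPS + LPS against LPS it was 0.4 (lower glycolysis in *Zeb1* WT; 0.092 with trends removed), 0.11 (lower glycolysis in *Zeb1* ∆M) and 0.083 (large peritoneal macrophage markers in *Zeb1* ∆M). For Metformin + LPS against LPS it was 0.14 for superoxide metabolism, 0.14 for amino acid transporters and 0.14 for the processome in *Zeb1* WT, 0.44 for the processome in *Zeb1* ∆M, and in the interaction 0.72 (processome; fry 0.21) and 0.5 (superoxide metabolism; fry 0.081). Results passing only in another setting were superoxide metabolism in LPS + LPS between genotypes (0.034 with all 3 samples, 0.044 with no filter), from LPS to LPS + LPS in *Zeb1* WT (0.047 with no filter, 0.0075 by fry) and with Metformin in *Zeb1* ∆M (0.013 by fry, 0.049 with trends removed), and amino acid transporters from LPS to LPS + LPS in *Zeb1* WT (0.0099 by fry). Ranked by log2 fold change, the IL-4 and IL-13 set scored -1.19.

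With 1 library left out the list adjusted p went from 0.6 (replicate 3 of *Zeb1* ∆M LPS) to 0.89 (replicate 2) for autophagy in LPS, 0.0012 (replicate 2 of *Zeb1* ∆M LPS) to 0.17 (replicate 3 of *Zeb1* WT LPS) for positive regulators of mitochondrial translation, 0.01 to 0.17 for the synthetases, 0.012 (replicate 1 of *Zeb1* ∆M) to 0.13 (replicate 2 of *Zeb1* WT) for amino acid transporters and 0.049 (replicate 1 of *Zeb1* ∆M) to 0.24 (replicate 3 of *Zeb1* WT) for superoxide metabolism in LPS + LPS, and 0.032 (replicate 1 of LPS) to 0.059 (replicate 3 of LPS) for lower glycolysis in *Zeb1* WT. For negative regulators with Metformin in *Zeb1* WT it went from 0.032 (replicate 1 of Metformin + LPS) to 0.44 (replicate 3). In the Metformin interaction it went from 2.9e-05 (replicate 2 of *Zeb1* WT Metformin + LPS) to 0.11 (replicate 3) for the processome, 0.0025 (replicate 1) to 0.11 (replicate 3) for superoxide metabolism and 0.19 (replicate 1) to 0.99 (replicate 3) for negative regulators.

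The replicate block assumes that libraries with the same number belong together. Over 6646 genes, 45 pairs with the same number had residual correlations of -0.28 to 0.34 (median 0.03), 15 above 0.1 and 20 highest with their own number.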

Differences from the paper's values

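A log2 fold change counts as different when its sign differs from the sheet's or when it lies further from it than the larger error. No gene compared with the paper's Source Data sheets differed in this way from the value of the deposited counts once scale and samples were matched. The whole-number rows of the sheets hold unscaled counts, so they were compared on that scale and in the samples they hold. For *Il6st*, from replicates 1 and 2 of *Zeb1* WT in LPS + LPS, the paper's sheet gave -0.06 in LPS and 0.75 in LPS + LPS, and so did the unscaled counts, where edgeR gave 0.09 and, with replicates 2 and 3, 1.10. For *Pkm* and *Ldha* in LPS + LPS, from replicates 2 and 3, the paper's sheet gave -0.09 and -0.02, and so did the unscaled counts, where edgeR gave 0.16 and 0.19. *Pgk1* could not be compared, as its sheet columns hold 0. The paper's 2,034, 1,628 and 1,668 Metformin genes did not count as different from 1947, 1566 and 1740 (counts differ here when the larger is over 1.5 times the smaller), but the cutoffs behind the paper's counts were not at hand.

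The paper puts *Retnlg* at similar levels in both genotypes in LPS, whereas edgeR gave -2.24 (SE 0.47, 0.023) there with 17 libraries; with all 18 it was again -2.24 but not called (adjusted p = 0.17). It names *Nfkb1* and *Il1a* as lower in *Zeb1* ∆M LPS: *Nfkb1* was -0.38 (adjusted p = 0.5) and called in no setting, and *Il1a* was -1.02 (adjusted p = 0.13) and called by DESeq2, in the LPS libraries alone and with no count filter. Of its glycolysis genes, *Slc2a1* was -0.58 (adjusted p = 0.27) and called in no setting, *Hk3* -0.83 (adjusted p = 0.1) and called by DESeq2, with a replicate block and with no filter, and *Pdk3* -0.51 (adjusted p = 0.094) and called by DESeq2. Of its lower glycolysis genes, *Ldha* was 0.38 (adjusted p = 0.25), *Pkm* 0.63 (adjusted p = 0.076) and *Gapdh* 0.37 (adjusted p = 0.31) in *Zeb1* WT; all 3 *Zeb1* WT LPS + LPS samples call *Pkm*, and replicates 1 and 2 call *Gapdh* (0.83, adjusted p = 0.016). Of its mitophagy genes in LPS, *Cisd2* was -0.26 (adjusted p = 0.49) and called in no setting, *Sqstm1* -0.68 (adjusted p = 0.083) and called by DESeq2 and with length and GC trends removed, *Rab9* -0.79 (adjusted p = 0.053) and called in both, with median-of-ratios factors and with replicates 1 and 2 as *Zeb1* WT LPS + LPS, and *Usp30* 1.89 (adjusted p = 0.33) and called without replicate 3 of *Zeb1* WT LPS and with no filter. The paper reports more ZEB1 in human and mouse macrophages that turn immunosuppressed (Supplementary Fig. S1F to S1H). In the sequenced libraries *Zeb1* fell from LPS to LPS + LPS, -1.92 (SE 0.39, 8.1e-04) in *Zeb1* WT and -1.46 (SE 0.36, 0.0042) in *Zeb1* ∆M by edgeR. The paper's statement covers human samples too and is not given for the RNA-seq, so the samples compared are unlike. For *Il6* mRNA the paper reports that Metformin lowered the response to LPS in *Zeb1* WT and left it unchanged in *Zeb1* ∆M (Fig. 3d). In the sequenced libraries *Il6* was 0.15 (SE 0.27, 0.74) in *Zeb1* WT and rose in *Zeb1* ∆M, 1.01 (SE 0.28, 0.012), by edgeR. Fig. 3d has other group sizes than the RNA-seq, so its samples are unlike these. The paper gives *Acod1* as rising with Metformin specifically in *Zeb1* WT, whereas it rose in *Zeb1* ∆M too, by 1.19 (SE 0.27, 0.0033). It gives *Il4* and *Cldn1* as rising in *Zeb1* WT, whereas they were -1.74 (SE 0.83, 0.13) and -1.84 (SE 0.71, 0.065), falls that DESeq2 calls for *Cldn1* and that the fit of only these groups and the fit with no filter call for both. It links *Wdr3* and the processome to *Zeb1* ∆M, whereas *Wdr3* fell in *Zeb1* WT, -0.77 (SE 0.21, 0.013), was -0.45 (SE 0.21, 0.12) in *Zeb1* ∆M, and the list was lower in both by camera at the preset correlation but not at an estimated one (adjusted p = 0.14 and 0.44). It puts the superoxide signature higher in *Zeb1* WT than in *Zeb1* ∆M in LPS + LPS, where the list median was -0.20 (camera adjusted p = 0.1) and all 3 *Zeb1* WT samples gave 0.034. It puts amino acid transport lower in LPS + LPS than in LPS in *Zeb1* WT, where the list median was -0.33 (camera adjusted p = 0.42) and fry gave 0.0099. The processome, superoxide and transporter lists are not the gene sets behind the paper's signatures. Their results therefore do not show that those signatures differ in these counts.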

Other observations

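Interferon-stimulated genes fell strongly after a second LPS dose. *Mx1*, which encodes an antiviral GTPase, went from 855 ± 144 CPM in *Zeb1* WT LPS (n = 3) to 4.23 ± 2.16 in LPS + LPS (n = 2), and from 514 ± 60.7 to 2.39 ± 0.671 in *Zeb1* ∆M (n = 3 each), log2 changes of -7.67 (SE 0.43, adjusted p = 1.1e-09) and -7.76 (SE 0.36, adjusted p = 2.0e-10, edgeR quasi-likelihood, Benjamini-Hochberg). *Gbp5*, a guanylate-binding protein gene, changed by -5.17 and -4.00 (edgeR adjusted p = 1.9e-09 and 2.0e-09). All 26 interferon-stimulated genes fell in both genotypes, also over the list alone, with medians of -4.08 (camera adjusted p = 2.3e-52, and 0.019 with an estimated correlation) and -3.58 (7.1e-60, and 0.011).

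Markers of large peritoneal macrophages fell with them. *Selp* changed by -4.48 (SE 0.30, 4.1e-09) in *Zeb1* WT and -3.22 (SE 0.23, 9.2e-09) in *Zeb1* ∆M, and *Timd4*, a phosphatidylserine receptor of resident macrophages, by -3.81 (SE 0.32, 4.8e-08) and -2.30 (SE 0.25, 1.1e-06), by edgeR. Of 18 such markers, 16 fell in *Zeb1* WT (16 over the list alone, median -2.92, camera adjusted p = 7.5e-17, and 0.019 with an estimated correlation) and 14 fell and 1 rose in *Zeb1* ∆M (median -1.58, camera adjusted p = 3.9e-09, but adjusted p = 0.083 with an estimated correlation). With Metformin, the amino acid synthesis genes *Asns* and *Phgdh* fell in *Zeb1* WT, -3.16 (SE 0.44, 6.5e-05) and -3.14 (SE 0.39, 2.6e-05), and in *Zeb1* ∆M, -2.53 (SE 0.42, 3.7e-04) and -1.96 (SE 0.38, 0.0012), while *S100a4* and *Lgals1* rose, 4.70 (SE 0.41, 2.1e-06) and 3.63 (SE 0.42, 1.7e-05) in *Zeb1* WT and 3.17 (SE 0.38, 3.3e-05) and 2.72 (SE 0.42, 2.3e-04) in *Zeb1* ∆M, by edgeR.

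Genes that the paper measured by other methods had these values. Anti-apoptotic *Bcl2* stood at 16.5 ± 4.44 CPM in *Zeb1* WT and 3.23 ± 0.952 in *Zeb1* ∆M LPS (n = 3 each, edgeR -2.35 (SE 0.47, 0.013)) and was not called without replicates 1 or 2 of *Zeb1* ∆M LPS (adjusted p from 0.059 to 0.068), and *Mcl1* stood at 89.2 ± 4.96 and 59.0 ± 12.3 (-0.59 (SE 0.19, 0.12); DESeq2 0.036). The tRNA modifier *Cdk5rap1* stood at 3.20 ± 0.872 in *Zeb1* WT and 6.89 ± 2.03 in *Zeb1* ∆M LPS (n = 3 each, edgeR 1.10 (SE 0.35, 0.13)). From LPS to LPS + LPS it rose by 1.07 (SE 0.38, 0.037) in *Zeb1* WT and was -0.32 (SE 0.34, 0.52) in *Zeb1* ∆M, with an edgeR interaction of -1.40 (SE 0.52, 0.35). The *Zeb1* WT rise was lost in 3 of 5 fits with 1 library left out (adjusted p from 0.094 to 0.34), and with all 3 *Zeb1* WT LPS + LPS samples (0.055), a replicate block (0.056) or only these groups (0.085). *Slc7a8* stood at 160 ± 4.45 in *Zeb1* WT LPS, 72.2 ± 13.7 in LPS + LPS (n = 2; replicate 1 at 113) and 110 ± 31.4 in Metformin + LPS, and at 111 ± 30, 111 ± 5.66 and 137 ± 18.3 in *Zeb1* ∆M. With Metformin its value was -0.54 (SE 0.22, 0.079) in *Zeb1* WT (called with a replicate block, 0.043) and 0.30 (SE 0.22, 0.32) in *Zeb1* ∆M, and with LPS + LPS -0.01 (SE 0.22, 0.98) in *Zeb1* ∆M, by edgeR. The interactions were 1.14 (SE 0.33, 0.22) with LPS + LPS (called with no count filter, 0.038) and 0.84 (SE 0.31, 0.22) with Metformin, by edgeR. With Metformin, *Il6* had edgeR values of 0.15 (SE 0.27, 0.74) in *Zeb1* WT and 1.01 (SE 0.28, 0.012) in *Zeb1* ∆M, lost without replicate 1 of *Zeb1* ∆M LPS (0.85, adjusted p = 0.056), and an interaction of 0.87 (SE 0.39, 0.32).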
